# Antifungal activity of the repurposed drug disulfiram against *Cryptococcus neoformans*

**DOI:** 10.3389/fphar.2023.1268649

**Published:** 2024-01-11

**Authors:** Min Peng, Chen Zhang, Yuan-Yuan Duan, Hai-Bo Liu, Xin-Yuan Peng, Qian Wei, Qi-Ying Chen, Hong Sang, Qing-Tao Kong

**Keywords:** *Cryptococcus neoformans*, disulfiram, drug repurposing, antifungal, drug resistance

## Abstract

Fungal infections have become clinically challenging owing to the emergence of drug resistance in invasive fungi and the rapid increase in the number of novel pathogens. The development of drug resistance further restricts the use of antifungal agents. Therefore, there is an urgent need to identify alternative treatments for *Cryptococcus neoformans* (*C. neoformans*). Disulfiram (DSF) has a good human safety profile and promising applications as an antiviral, antifungal, antiparasitic, and anticancer agent. However, the effect of DSF on Cryptococcus is yet to be thoroughly investigated. This study investigated the antifungal effects and the mechanism of action of DSF against *C. neoformans* to provide a new theoretical foundation for the treatment of *Cryptococcal* infections. *In vitro* studies demonstrated that DSF inhibited *Cryptococcus* growth at minimum inhibitory concentrations (MICs) ranging from 1.0 to 8.0 μg/mL. Combined antifungal effects have been observed for DSF with 5-fluorocytosine, amphotericin B, terbinafine, or ketoconazole. DSF exerts significant protective effects and synergistic effects combined with 5-FU for *Galleria mellonella* infected with *C. neoformans*. Mechanistic investigations showed that DSF dose-dependently inhibited melanin, urease, acetaldehyde dehydrogenase, capsule and biofilm viability of *C. neoformans*. Further studies indicated that DSF affected *C. neoformans* by interfering with multiple biological pathways, including replication, metabolism, membrane transport, and biological enzyme activity. Potentially essential targets of these pathways include acetaldehyde dehydrogenase, catalase, ATP-binding cassette transporter (ABC transporter), and iron-sulfur cluster transporter. These findings provide novel insights into the application of DSF and contribute to the understanding of its mechanisms of action in *C. neoformans*.

## 1 Introduction

Fungal infections are clinically challenging owing to the evolution of drug-resistant strains, emergence of new pathogens, prolonged treatment times, and limited antifungal treatment options (Wiederhold, 2017). *Cryptococcus neoformans* (*C. neoformans*) is a widespread opportunistic pathogenic fungus found in the environment. *C. neoformans* can enter the body through the respiratory tract, causing pulmonary infections and fatal meningitis, resulting in approximately 223,100 *Cryptococcal* meningitis cases and 181,100 fatalities annually (Rajasingham et al., 2017). As the coronavirus (CoV) disease 2019 pandemic has spread worldwide, cases of co-infection with *C. neoformans* and severe acute respiratory syndrome (SARS)-CoV-2 have been reported. These patients had high 30-day mortality rate (Bhatt et al., 2021; Chong et al., 2021; Mina et al., 2022). *Cryptococcus spp*. are susceptible to three classes of antifungal agents: polyenes, fluorocytosines, and azoles (Bermas and Geddes-McAlister, 2020). Nevertheless, the polyene amphotericin B (AmB) is susceptible to nephrotoxicity, anemia, and electrolyte imbalances (Klepser, 2011). Hepatotoxicity, gastrointestinal issues, and bone marrow suppression are common adverse effects of 5-fluorocytosine (5-FC), to which *C. neoformans* is frequently resistant (Klepser, 2011). Fluconazole (FLC) is an antifungal agent that plays a critical role in the initial treatment of *Cryptococcal* meningitis. However, its widespread use has resulted in frequent and persistent drug resistance (Kneale et al., 2016). Alternative treatment options for *C. neoformans* are urgently required considering the development of drug resistance, which severely restricts the use of antifungal medications.

Because fungi share organelles and metabolic pathways with human hosts, several antifungal medications can also harm humans. The development of antifungal drugs has presented significant challenges in the search for drugs with selective toxicity to fungi, but non-toxic or causing little harm to humans (Su et al., 2018). Toxicological and pharmacokinetic data have been established for conventional medications (Chong and Sullivan, 2007). Repurposing these medications for fungal therapy, or combining them with available antifungal drugs, is a promising strategy. For instance, the anticancer drug bortezomib inhibits the ubiquitin–proteasome pathway and capsule production in fungi (Geddes et al., 2016). Sertraline, an antidepressant, exerts antifungal effects when administered alone or in combination with FLC (Treviño-Rangel et al., 2016).

Disulfiram (DSF), often known as antabuse, is a safe dithiocarbamate well-tolerated by humans (Wright and Moore, 1990). Since 1951, when DSF was certified by the Food and Drug Administration (FDA) as an alcohol withdrawal drug, it has been used clinically for over 70 years. DSF has effective antiviral (Lee et al., 2016), antifungal (Mukherjee et al., 2006), antiparasitic (Peniche et al., 2015), and anticancer (Lu et al., 2022) properties. There are several mechanisms by which DSF inhibited bacterial growth and DSF can overcome multiple resistance barriers (Phillips et al., 1991; Thakare et al., 2019). DSF inhibits activities of many proteins, including aldehyde dehydrogenase (ALDH) (Velasco-García et al., 2003), metallo-β-lactamase (Chen et al., 2020), P-glycoprotein (P-gp), deoxyribonucleic acid (DNA)-methyltransferases, DNA polymerase (Sharma et al., 2016; Tesson et al., 2017), and phosphoglycerate dehydrogenase (Locasale et al., 2011). Disulfiram derivatives have been shown to exhibit the inhibitory effect against inflammatory scalp diseases by inhibiting carbonic anhydrase activity of *Malassezia*, which was an important causative pathogen for inflammatory dandruff (Vullo et al., 2017). DSF also inhibits the growth of *Pythium insidiosum* (Krajaejun et al., 2019). Additionally, it demonstrates significant antifungal activity against specific yeast strains, *Aspergillus*, and *Candida albicans* (Harrison et al., 2007; Khan et al., 2007). By inhibiting the function of multidrug transporter like Cdr1p, which has been shown to play a key role in azole resistance, DSF can increase the drug sensitivity of *Saccharomyces cerevisiae* (Shukla et al., 2004). Furthermore, due to its ability to curtail superoxide dismutase activity in *C*. *albicans* biofilm, the combination of DSF derivatives and AmB collaborates to limit biofilm activity (De Brucker et al., 2013). However, studies examining the effects of DSF on *C. neoformans* are still scarce.

In this study, we designed DSF sensitivity assays for 48 *Cryptococcus* spp. from different sources and performed combination susceptibility tests using common antifungal drugs. *Galleria mellonella* (*G. mellonella*) infected with *C. neoformans* was used to evaluate the *in vivo* antifungal activity of DSF. Mechanistically, we examined how DSF affects biofilm viability and the production of essential virulence components (melanin, urease, and capsule) in *C. neoformans*. Additionally, in combination with reference transcriptome sequencing, the molecular docking of DSF to protein targets was performed to investigate the mechanisms of the pathways and potential targets.

## 2 Materials and methods

### 2.1 Strains, culture, and reagents

Forty-two strains of *Cryptococcus* spp. were obtained from the strain banks of the Jinling Hospital (Nanjing, China). *Candida parapsilosis* (American Type Culture Collection 22019) was used as the quality control strain. The 5-FC stock solutions (6.4 mg/mL) were prepared from sterile ultrapure water. The FLC (6.4 mg/mL), ketoconazole (KET) (1.6 mg/mL), terbinafine (TRB) (1.6 mg/mL), AmB (1.6 mg/mL), and DSF (12.8 mg/mL) stock solutions were prepared from dimethyl sulfoxide (DMSO) and stored at −80°C. All reagents were purchased from Aladdin Biochemical Technology (Shanghai, China).

### 2.2 *In vitro* determination of minimum inhibitory concentrations of planktonic cells

Fungal solutions and drug susceptibility plates were prepared using the microdilution method in Roswell Park Memorial Institute (RPMI) 1,640 medium according to document M27-A4 published by the Clinical and Laboratory Standards Institute (CLSI). The final concentration of the fungal solution was adjusted to 5 × 10^3^ colony forming unit (CFU)/mL. One hundred microliters of RPMI 1640 and the drug were added to all wells of the plate. Through serial dilution at a ratio of two, concentrations from 256 to 0.5 μg/mL were obtained (DSF as example) and made in each plate, from column 1 to 10. The 11th column was reserved for the microorganism growth positive control. Then, 100 μL of the fungal suspension was added to each well. The assay was performed in triplicate and incubated at 35°C for 72 h. The MIC was defined as the lowest concentration that could inhibit fungal growth (Al-Odaini et al., 2021). The prepared drug-sensitive 96-well plates (U-shaped) were incubated at 35°C for 72 h. Each drug’s minimum inhibitory concentrations (MIC) and minimal fungicidal concentration (MFC) values against *Cryptococcus* were determined using a microplate reader (Thermo Fisher Scientific, United States) by combining the visual/microscopic reading and the optical density at 600 nm.

### 2.3 Combination susceptibility test using the checkerboard method

The gradient multiplicative dilution method was used to create a combined drug sensitivity plate (de Oliveira et al., 2020), and strain B3501 was used in this study. Considering the differences in chemical properties and cellular targets between DSF and other antifungal agents, both the Bliss synergistic score (https://synergyfinder.fimm.fi) and fractional inhibitory concentration index (FICI) based on Loewe’s summation theory were used to explain the drug-drug interactions (de Oliveira et al., 2020).

### 2.4 *In vivo* survival assays

Using *C. neoformans* (H99)-infected *G. mellonella* as a model, 80 healthy larvae of uniform size (250–350 mg) were randomly selected. According to the clinically safe dose, DSF was prepared using phosphate-buffered saline (PBS) (containing 10% DMSO), and the therapeutic concentration (500 mg/70 kg) was determined. The larvae were divided into four groups (10 larvae per group): infected group, the (post-infection) DSF treatment group, DSF control group, and PBS (10% DMSO) control group. The infected and (post-infection) DSF treatment group were injected with 10 μL of H99 fungal solution. The DSF and PBS groups were injected with 10 μL of PBS (pH 7.4). Two hours later, the infected group and the PBS control group were injected with 10 μL of PBS (containing 10% DMSO) and the (post-infection) DSF treatment group and the DSF control group were injected with 10 μL of DSF treatment solution. Fatality was defined as the failure to respond to a light touch. Inoculation was achieved by injecting the inoculum into the hemocoel of the second left foot (Sudan et al., 2013). The fresh H99 fungal solution was incubated overnight in a shaker at 30°C (180 rpm) and centrifuged for 5 min at 2,800 × g (Thermo Fisher Scientific). The fungal precipitate was washed thrice with sterile PBS (pH 7.4). After resuspension, the fungal solution was counted using a cell-counting plate and diluted to 2 × 10^6^ and 2 × 10^7^ CFU/mL with PBS. *G. mellonella* were incubated in the dark at 37°C for 5–7 days, and their survival was monitored every 24 h.

The *in vivo* antifungal activities of 5-FU, DSF and their combination were evaluated in a higher concentration model (each injected with 10^6^ CFU H99 in 10 μL PBS). Through repeated preliminary experimentation, the concentrations of 5-FU at 1.25 mg/kg combined with DSF at 3.5 mg/kg were used for treated. Groups treated only with 5-FU or DSF alone were dosed at 2.5 mg/kg and 7.1 mg/kg, respectively. The volume of solvent and the method of preparation were the same for all groups during the treatment.

### 2.5 Determination of fungal burden

An additional 160 healthy larvae of uniform size (250–350 mg) were randomly selected. Four groups of randomly selected larvae (20 for each group) were established as described above and incubated at 35°C for 4 days (Kong et al., 2020). During incubation, five larvae from each group were randomly selected daily on days 1–4. A high-speed homogenizer (Powteq GT300, Grinder Instrument, Beijing, China) was used to thoroughly grind the larvae for 30 min (1,600 rpm) after adding 0.7 mL PBS and sterile magnetic beads (3 mm, Beyotime, Haimen, China). We used PBS to dilute the homogenate in a gradient and inoculated 5 μL of samples with different concentrations on Sabouraud dextrose agar (SDA) at 37°C for 48 h.

### 2.6 Histological examination

Histological analysis was performed to observe the effects of DSF on *G. mellonella* larvae infected with *C. neoformans* (H99). Another 40 healthy larvae of uniform size (250–350 mg) were randomly selected. Four groups of randomly selected larvae were injected with fungal inocula and DSF, as described above. Three *G. mellonella* in each group were taken for pathological section (20 μm) and periodic acid-Schiff staining (Solarbio, Beijing, China). The staining results were observed under a light microscope (Zeiss Axioscope 5, ZEISS, Germany) at different magnifications (Sangalli-Leite et al., 2016).

### 2.7 Melanin production assay

Fresh H99 (*C. neoformans* var. *grubii*), ZYB24 (*C*. *gattii*), B3501 (*C. neoformans* var. *neoforman*), and D2A (*C. neoformans* var. *neoforman*) solutions were washed thrice with sterile PBS to reduce the melanin background. A simplified dopa-asparagine agar (with MgSO_4_ at 10 mM, KH_2_PO_4_ at 29.4 mM, glycine at 13 mM, vitamin B1 at 3.0 µM, L-asparagine at 7.6 mM, and L-dopa at 1 mM) was prepared (Teymuri et al., 2021). Different concentrations of DSF (range 0.5–8 μg/mL) were applied to dopa-asparagine agar before being inoculated with 10 μL of the fungus solution protected from light for 2–7 days at 35°C. The inoculum concentration was 1 × 10^7^ CFU/mL. Images of the plates were captured daily (García-Rodas et al., 2015).

### 2.8 Urease activity assay

Urea slant agar mediums containing different concentrations of DSF (0.5–8 μg/mL) were prepared. Agar was prepared with a urease agar base (Hi-tech, Qingdao, China) and sterile urea solution according to Christensen’s formula (Christensen, 1946). The mediums were inoculated with fresh fungal solutions (10 μL), and color changes were observed for 2–10 days. Urease activity judgment index: The medium turned completely purple-red (+++) or pink (++); only the colony and surroundings turned pink (+); and no color change (−). Rapid urea broth (RUH broth), developed by Roberts (Roberts et al., 1978) and adapted by Kwon-Chung (Kwon-Chung et al., 1987) was used to detect urease activity for quantitative statistics. Fungal suspension (100 μL) was mixed with an equivalent amount of RUH broth (two times concentration) and shaken for 10 h at 37°C. The absorbance (560 nm) of the supernatant of equal fungal amounts was measured using a microplate reader (Feder et al., 2015).

### 2.9 Determination of capsule size

The H99 and B3501 strains were inoculated into SDA and capsule induction medium [10% SDA, 3-(N-morpholino) propanesulfonic acid (MOPS)] at a 5 × 10^5^ CFU/mL concentration (Zaragoza and Casadevall, 2004). Positive control and DSF groups (MICs concentration) were shaken for 18–24 h at 37°C. The mixture of fungal solution (4 μL) and India ink (6 μL, Yuanye Biotechnology, Shanghai, China) was added dropwise on a slide and photographed by the MShot Image Analysis System.

### 2.10 Biofilm assay

Fresh H99 and B3501 fungal solutions were resuspended in RPMI 1640 (MOPS, pH 7.4) at a concentration of 1 × 10^7^ cells/mL. To investigate the degradation effect of DSF on biofilms, two hundred microliters of fungal broths of H99 or B3501 were added to each well of the sterile 96-well plates (Clear polystyrene microplates, Corning, NY, United States) and incubated at 30°C for 2 h. The solutions were aspirated and softly washed with PBS before being replaced with RPMI 1640 (Sigma, Cleveland, United States) of different DSF gradient concentrations (0.25–128 μg/mL) and then incubated for 48 h. Furthermore, the medium and non-adherent cells were discarded, and the biofilms were stained with 0.1% crystal violet (Yuanye Biotechnology, Shanghai, China). Following the washing and drying of the biofilm, 150 μL of 50% acetic acid was added to each well. The absorbance was measured at 530 nm using a microplate reader (Thermo Fisher Scientific) to determine the level of biofilm degradation (Segev-Zarko and Shai, 2017; Song et al., 2019; Huang et al., 2023). The data for the drug-treated group was normalized relative to the control group.

Cellular activity within the biofilm was quantified based on the capacity of living cells to reduce the methyl thiazolyl tetrazolium (MTT, Beyotime, Haimen, China) yellow dye to purple formazan. The new batch of biofilm was incubated (1 × 10^6^ cells/mL) for 48 h before being replaced with RPMI 1640 containing DSF for another 24 h. Afterwards, the MTT formazan product was dissolved in 150 μL DMSO and the absorbance was measured using the multiplate reader (da Silva et al., 2016; Huang et al., 2023).

### 2.11 Transcriptome sequencing and real-time quantitative PCR (RT-qPCR)

The PBS-washed H99 solution was inoculated in fresh yeast extract peptone dextrose medium at a final concentration of 1 × 10^6^ CFU/mL for 4 h. Control and DSF (4 μg/mL) groups were prepared. Total ribonucleic acid (RNA) was extracted using the TRIzol reagent (Invitrogen, Carlsbad, CA, United States) and evaluated using a NanoDrop 2000 spectrophotometer (Thermo Scientific). RNA integrity was assessed using the Agilent 2,100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, United States). Libraries were then constructed using the VAHTS Universal V6 RNA sequencing (RNA-seq) Library Prep Kit and sequenced on an Illumina NovaSeq 6000 platform. Raw reads in fastq format were first processed using fastp (Chen et al., 2018), and clean reads were mapped to the reference genome using HISAT2 (Kim et al., 2015). The differential expression (DE) analysis was performed using DESeq2 (Love et al., 2014). DE genes (DEGs) were identified between DSF-treated and control groups. Based on the hypergeometric distribution, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses of the DEGs were performed to screen for significantly enriched terms using R (v 3.2.0).

The expression of mRNAs was verified by RT-qPCR (Yi et al., 2022). RNA was used to synthesize cDNA using the PrimeScript RT Reagent Kit (Vazyme, Nanjing, China). RT-qPCR was performed with the help of SYBR GREEN PCR MasterMix (Vazyme) and an Applied Biosystems 7500 real-time machine. Actin was used as a housing-keeping gene. The primer sequences are detailed in Supplementary Table SA5.

### 2.12 Homology modeling of *C. neoformans* proteins and molecular docking of DSF

The amino acid sequences of DEGs were imported into the Protein Data Bank (PDB) database. Based on Sequence Identity and E-Value, as well as functional and species annotations, homologous proteins with great matches were chosen, and their crystal structures were downloaded. Structural information of the DSF molecules was obtained from the PubChem database. The corresponding protein structures of H99 predicted using AlphaFold were obtained from the UniProt database. The structures of the *Cryptococcus* proteins and homologous proteins were imported into the PyMol software, and the alignment command was executed. After executing the Autogrid program in the AutoDockTools software for acceptors and ligands, the AutoDock Vina program was run to perform calculations to obtain multiple docking models. Finally, the structure of the ligand-acceptor complex was imported into Discovery Studio 2021 to visualize the chemical bonds.

### 2.13 ALDH activity assay

To analyze acetate production by *C. neoformans*, an ALDH activity assay was performed (Ammar, 2019). Fresh H99 strains cultured overnight in yeast extract peptone dextrose medium were expanded to 5 mL of yeast nitrogen base (Thermo Fisher Scientific) medium with 2% glucose at a concentration of 1 × 10^4^ CFU/mL. The control and DSF (2 μg/mL) groups were incubated at 30°C for 48 h. The final concentration of each fungal solution was adjusted to the same level (OD_600_ = 0.65) at the time of measurement and was centrifuged at 10,000 × g (Thermo Fisher Scientific). Once all supernatants were collected, the concentration of acetic acid, a metabolite catalyzed by ALDH (Pronk et al., 1996), was measured using an ACETIC ACID Kit (K-ACET, Megazyme, Ireland).

### 2.14 Statistical analysis

All experiments were performed in triplicate unless specified otherwise. Statistical analysis was performed using SPSS Statistics 23.0. The statistical procedure utilized was the Student’s t-test. Survival curves were plotted using the Kaplan–Meier method and statistical analysis was performed using the log-rank test. Each experiment was performed in triplicate and repeated at least thrice. The value *p* < 0.05 was considered significantly different (*p* < 0.05 for *, *p* < 0.01 for **, and *p* < 0.001 for ***).

## 3 Results

### 3.1 DSF demonstrated broad-spectrum and strong susceptibility to *C. neoformans* and *C. gattii in vitro*

The 42 *Cryptococcus* isolates in this study, covering the four serotypes A, B, C, and D, showed MICs ranging from 1 to 8 μg/mL (Figure 1A). As shown in Supplementary Table SA1, the FLC MICs for these strains ranged from 0.5 to 16.0 μg/mL. These findings suggest that DSF efficiently suppressed non-FLC-resistant *Cryptococcus* strains of various serotypes. The results for the quality control strain ATCC 22019 were in accordance with those of CLSI-M27-A4. The MIC of DSF was 2 μg/mL against B3501 and 4 μg/mL against H99 (Figure 1B).

**FIGURE 1:**
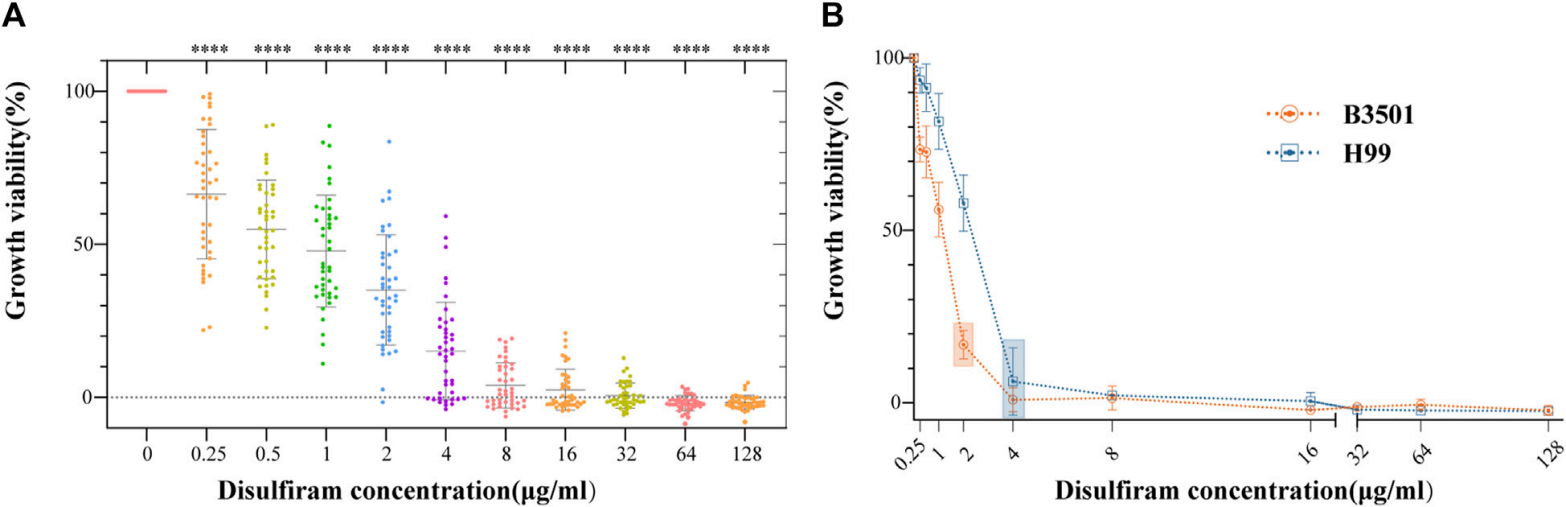
*In vitro* sensitivity assays of DSF against 42 strains of *Cryptococcus*. **(A)** Growth viability (%) of different *Cryptococcus* serotypes exposed to different DSF concentrations (ranging from 0 to 128 μg/mL). ****p < 0.0001, vs. positive controls. **(B)** Growth of B3501 and H99 sensitive to DSF at 2 and 4 μg/mL (boxed area), respectively.

### 3.2 DSF potentiated the activity of clinical antifungal drugs

Figures 2A–E show the Bliss scores for the efficacy of DSF in combination with the common antifungal agents 5-FC, TRB, KET, AmB, and FLC against *C. neoformans*. For instance, when 5-FU and DSF were combined at 2 and 0.5 μg/mL, respectively, a high synergistic score of 45.75 was obtained (Figure 2F). Synergistic activity with DSF was observed in a broader concentration range of 5-FC, TRB, KET, and AmB. For instance, in the combined concentration range of DSF from 0.25 to 1 μg/mL and 5-FC from 1 to 4 μg/mL, a Bliss score of 37.64 was calculated. The TRB, KET, AmB, and FLC scores were 46.38 (synergistic), 30.06 (synergistic), 22.20 (synergistic), and 8.06 (no interaction), respectively. This was in accordance with the findings obtained from the FICI scores (Supplementary Table SA2).

**FIGURE 2:**
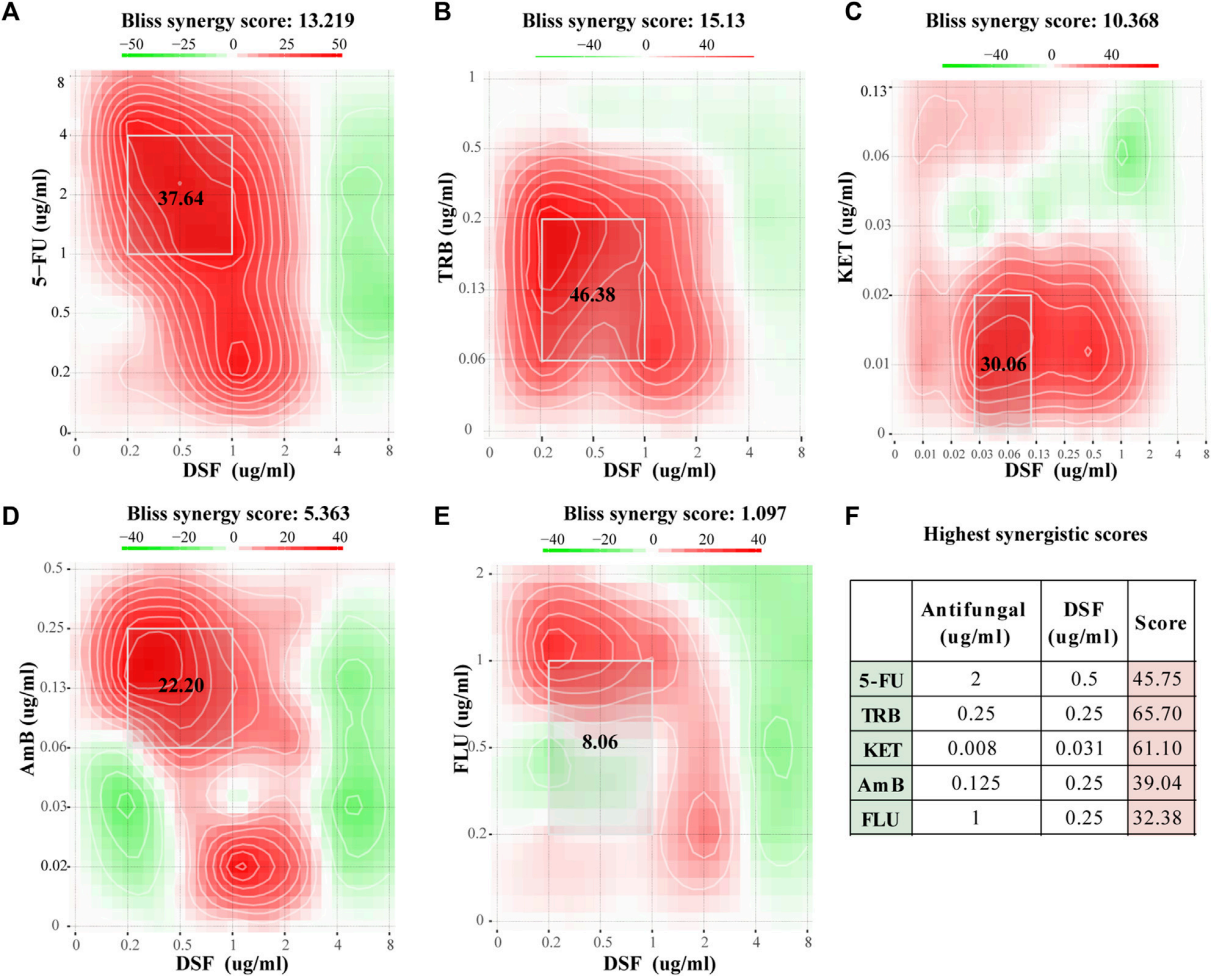
Checkerboard assay results for DSF against *C. neoformans*. **(A–E)** Bliss scores combined with 5-FC, TRB, KET, AmB, and FLC. **(F)** Highest score for each group. Scores less than −10 indicate that the interaction between the two drugs was antagonistic. Scores from −10 to 10 suggest an additive effect, and scores above 10 indicate synergism.

### 3.3 DSF protected *G. mellonella* from H99 infection *in vivo*

In the present study, *G. mellonella* larvae were infected with strain H99 as an experimental model and larval mortality was observed daily for 4–7 days. The larval survival rate on day 7 was 0% in the infected groups at a concentration of 1 × 10^4^ CFU/mL (10^4^-infected groups) and 60% in the DSF-treated group (Figure 3A), with a significant difference between the groups (*p* < 0.01). The survival rate of the 10^5^-infected group was 0% on day 5 and increased to 50% after DSF treatment (Figure 3B, *p* < 0.01). This indicates that DSF has antifungal efficacy *in vivo* and significantly improves the survival rate of H99-infected larvae.

**FIGURE 3:**
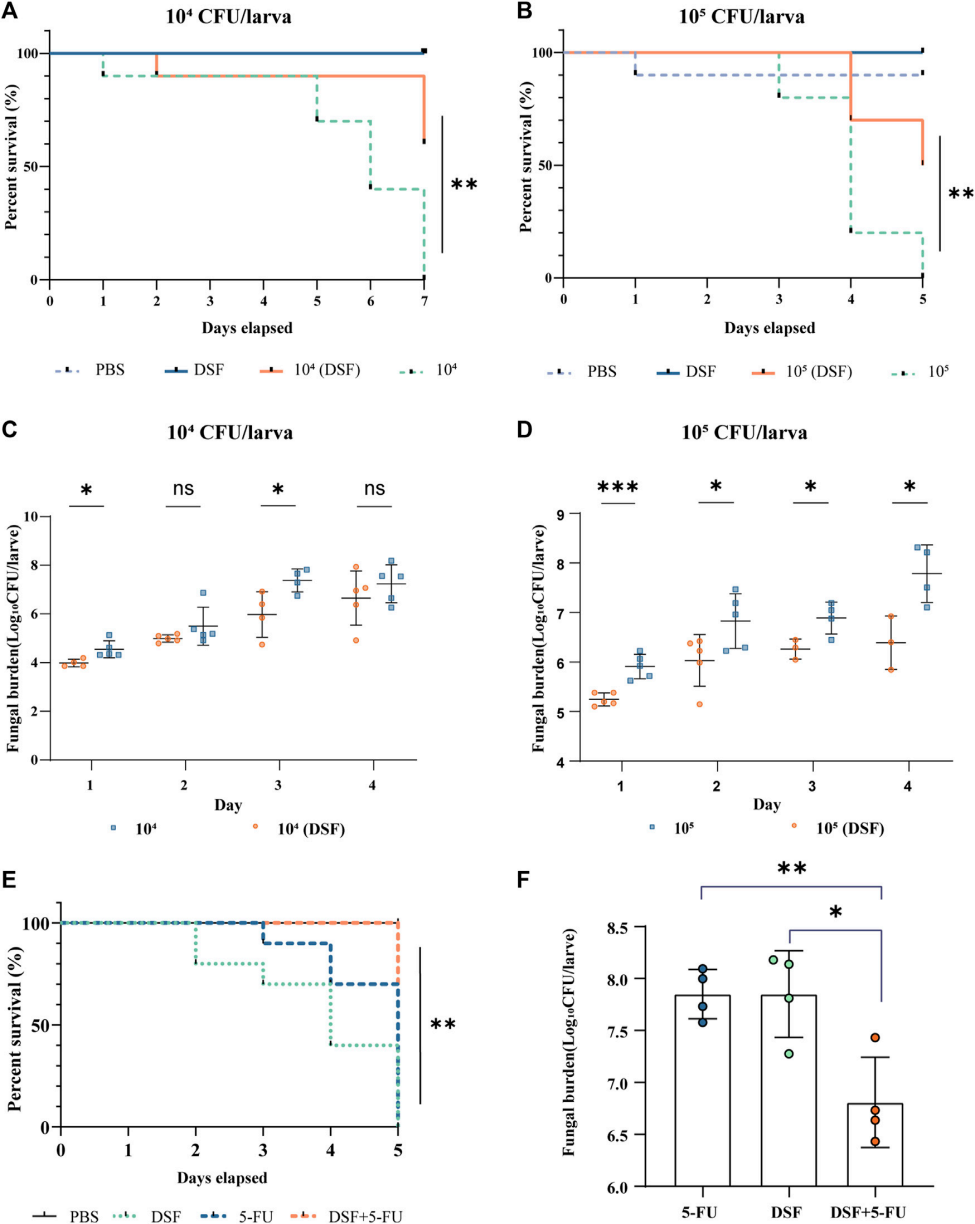
Protective effects of DSF against H99-infected *G. mellonella*. **(A,B)** Survival curves at different infection concentrations. **(C,D)** Fungal burden of infected larvae. The treatment groups were administered DSF (7.1 mg/kg) at 3 h after infection. The PBS and DSF groups were used as negative controls. Compared with the infected group, *p < 0.05, **p < 0.01, and ***p < 0.001. **(E)** Survival curves of different treatments on infected larvae. **(F)** Fungal burden of different treatments on infected larvae. Each group was treated with either PBS (10% DMSO), 5-FU (2.5 mg/kg), DSF (7.1 mg/kg), or 5-FU (1.25 mg/kg) plus DSF (3.5 mg/kg). *p < 0.05, **p < 0.01, compared with the 5-FU-treated group. 5-FU, 5-fluorocytosine; DSF, disulfiram.

### 3.4 Determination of fungal burden

Five larvae per group were selected, homogenized, inoculated, and counted daily using fungal load analysis. The fungal burden gradually increased with the duration of infection. The fungal burden was lower in the DSF-treated group than that in the respective infection groups at different H99 concentrations (Figures 3C, D). In particular, DSF treatment significantly reduced the fungal burden on the first day in the 10^5^-infected group (*p* < 0.001).

### 3.5 Histological examination

On day 3, the protective effect of DSF on *G. mellonella* was observed by histopathology. The periodic acid-Schiff (PAS)-stained sections were photographed at different magnifications (×40, ×100, and ×400). Compared with the PBS and DSF control groups (Figures 4A, D), the infected larvae (Figures 4B, C) displayed extensive tissue destruction, with many dense capsule antigens stained in a typical purple-red color and surrounded by inflammatory cells. A significant reduction in the number of *C. neoformans* cells was observed in the DSF-treated groups (Figures 4E, F), and larval tissue damage was considerably reduced.

**FIGURE 4:**
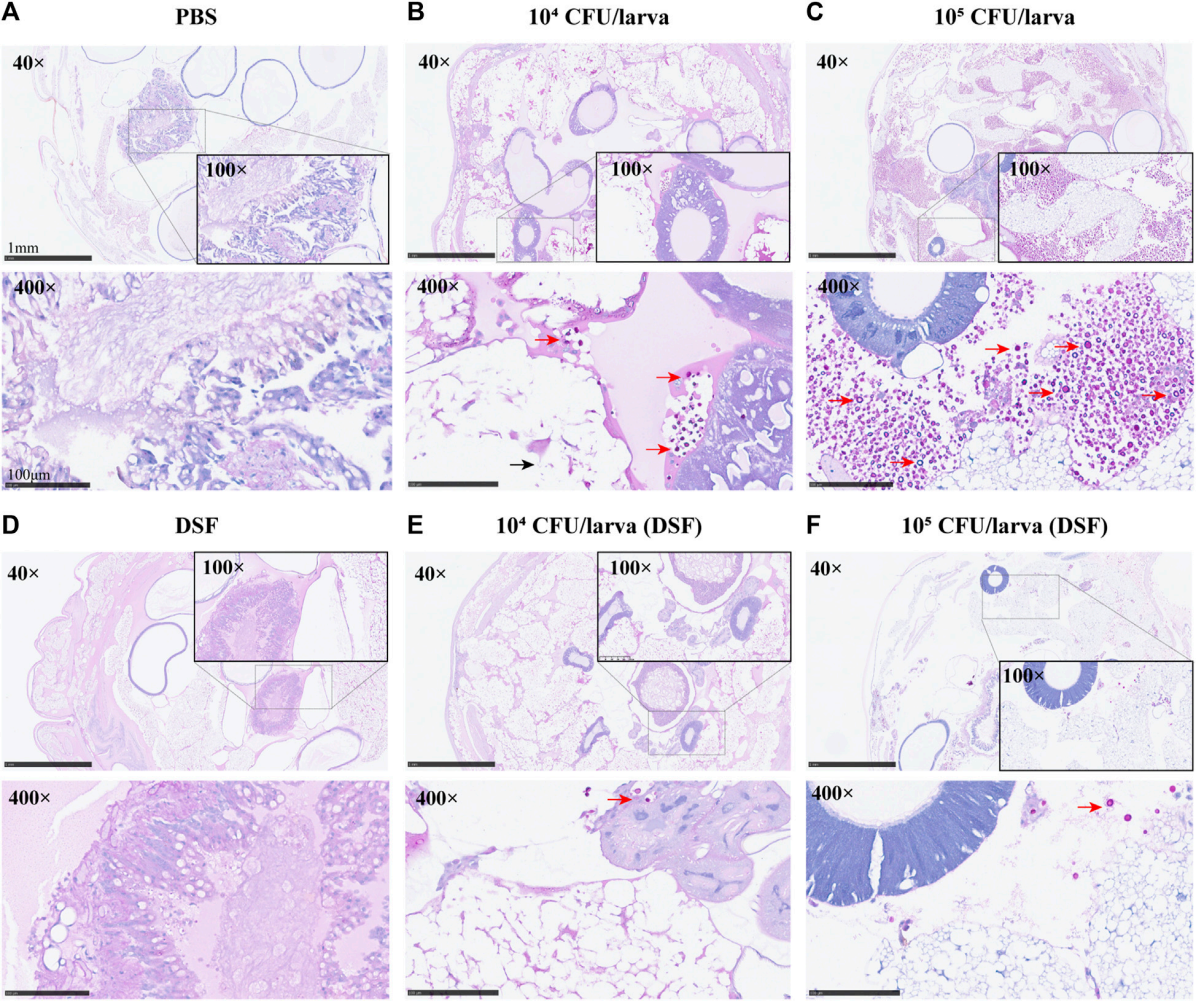
Histological examination (×40, ×100, and ×400) of *G. mellonella* larvae. **(A)** PBS (10% DMSO) control group. **(B,C)** Group infected with concentrations of H99 1 × 10^4^ or 10^5^ CFU/larva. **(D)** DSF control. **(E,F)** DSF-treated infected larvae group. Sections were stained with the PAS reagent; red arrows indicate *C. neoformans* and black arrows indicate tissue destruction.

### 3.6 Synergistic effect of DSF combined with 5-FU against *C. neoformans in vivo*

The *in vivo* antifungal activities of 5-FU, DSF and their combination were evaluated in an infected *G. mellonella* model. The concentrations of 5-FU at 1.25 mg/kg combined with DSF at 3.5 mg/kg were used, showing a strong antifungal activity against H99 *in vivo*, compared with only use of 5-FU (2.5 mg/kg) or DSF (7.1 mg/kg). These concentrations of the drugs used in this experiment meet the requirements for safe human dosages. The survival assay (Figure 3E) showed that when DSF was added in combination with 5-FU, the survival rate of infected larvae of a higher concentration model was improved and the fungal burden in day 2 (Figure 3F) was significantly induced (*p* < 0.05). These results indicated that DSF in combination with 5-FU exhibited a significant synergistic antifungal effect against *C. neoformans in vivo*.

### 3.7 DSF inhibited melanin production by *Cryptococcus* spp. in a dose-dependent manner

*Cryptococcus* produces virulence factors, such as polysaccharide capsules, melanin, and extracellular enzymes (including phospholipases, proteases, and urease), and tolerates a 37°C environment (Alspaugh, 2015). These factors protect cells from desiccation and oxidative stress damage and disrupt the host immune response (Nosanchuk et al., 2015; Lee et al., 2019). We examined the melanin-producing ability of different serotypes of *Cryptococcus* on dopa-asparagine agar at 30°C (Figure 5A). Colonies grew at all time points, and the positive controls produced varying degrees of melanin. As the concentration of DSF gradually increased (0.5–8 μg/mL), the melanin production of each strain progressively decreased (from dark brown to coffee or from light coffee to white). This suggests that DSF exerts a dose-dependent inhibitory effect on the production of *Cryptococcal* melanin.

**FIGURE 5:**
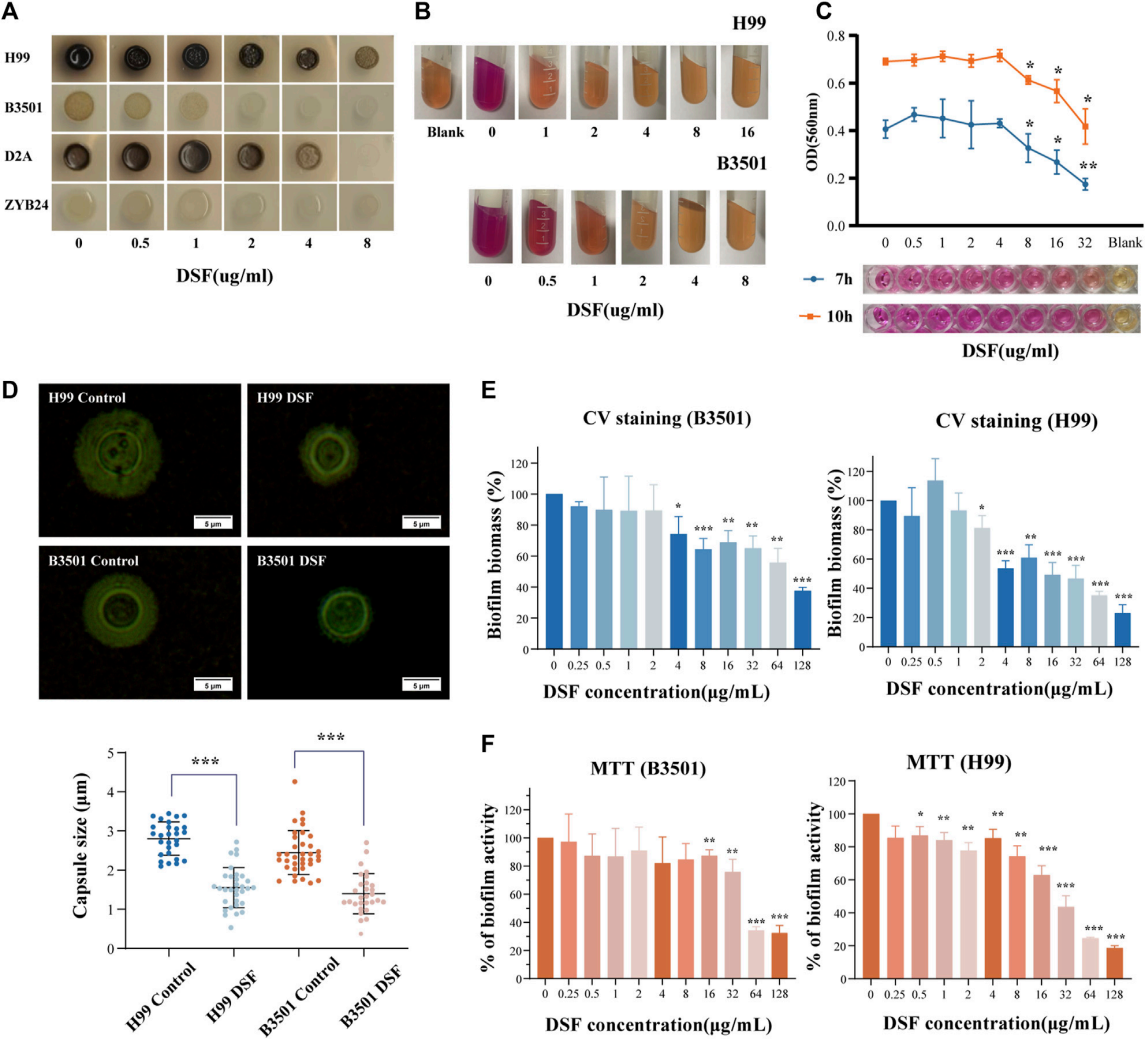
Effect of DSF on virulence factors of *C*. *neoformans*. **(A)** Melanin production on agar plates with different doses of DSF; **(B)** Urease activity on agar; **(C)** Variation in urease activity in RUH liquid medium. The rightmost well contained the RUH medium control group. **(D)** India ink staining after induction. Capsule thickness is defined as the distance between the cell wall and outer boundary of the capsule. **(E)** Biofilm degradation; **(F)** Viability of cells within the biofilm. *p < 0.05, **p < 0.01, ***p < 0.001, vs. controls.

### 3.8 DSF inhibited the urease activity of *C. neoformans*

Once the urea substrate is broken down by urease, the alkaline product discolors the medium. The positive control exhibited a strong urease activity (+++). With increasing concentration of DSF in the medium (Figure 5B), no color change (−) occurred in all groups except for the 0.5 μg/mL and 1 μg/mL groups, which showed (++/+) changes. The modified RUH experiment monitored changes in urease activity in a shorter time (Figure 5C) and controlled the interference of the fungal load. When DSF was increased to 8 μg/mL, the activity was obviously reduced compared to that in the non-dosed group (*p* < 0.05). This showed that *C. neoformans* urease activity was inhibited by DSF as the drug concentration increased.

### 3.9 DSF restricted capsule formation of *C. neoformans*

The capsules stained with ink were photographed and counted (Figure 5D). The capsule thickness was 2.803 ± 0.127 μm [*mean ±* standard deviation (*SD*)] in the H99-control group and 1.551 ± 0.513 μm in the H99-DSF group (*p* < 0.001 compared to the control). The capsule thickness was 2.448 ± 0.563 μm (*mean ± SD*) in the B3501-control group and 1.399 ± 0.512 μm in the B3501-DSF group (*p* < 0.001). The inhibition of capsule formation of *C. neoformans* by DSF contributed to the reduction in fungal resistance and invasiveness.

### 3.10 Biofilm inhibition effects of DSF

Biofilm increases the virulence of Cryptococcus and facilitates drug resistance. Biofilms were prepared using a fungal solution. After incubation period to form biofilms, we measured the optical density of each well and found consistent values. Compared to the control, H99 showed a statistical difference at the DSF concentration up to 2 µg/mL and B3501 at 4 µg/mL compared to the control (Figure 5E). This suggests that DSF had a degradation effect on the formed biofilm. Another group of prepared 48 h-biofilms was incubated for 24 h with DSF. The number of living cells within the biofilm decreased as drug concentration increased. Compared to the control, a statistical difference was observed at 0.5 µg/mL DSF concentration for H99 and at 16 µg/mL for B3501 (Figure 5F). The data for the drug-treated group was normalized relative to the control group.

### 3.11 DSF controlled pathways related to cell division and biological enzyme activity of H99

To further investigate the mechanism of action of DSF against *C. neoformans*, we analyzed the regulation of the gene expression at the transcriptional level. 

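The transcriptome experiment compared H99 cells grown for 4 h in yeast extract peptone dextrose medium without DSF with cells grown in the same medium with 4 μg/mL of DSF. Each group had 3 parallel replicates, and the RNA of each was sequenced as 1 library, called control libraries 1 to 3 and DSF libraries 1 to 3 here. The authors processed the reads with fastp, mapped them with HISAT2 and tested the genes with DESeq2, while the program that counted the reads and the genome build are not given in the sources used here. The table that the authors deposited lists 6900 genes by their CNAG locus tags, with the FPKM of each gene in each library, which scales its reads by gene length and by the reads of the library. The FPKM values of a gene are whole multiples of the value of 1 read, so the number of reads could be recovered from them. Of the values of the 2791 genes with fewer than 2000 reads, 100% came within 0.1 read of a whole number in every library. The reads counted on genes were 40803713, 44541917 and 43047021 in control libraries 1 to 3, and 37344818, 41587074 and 45222843 in DSF libraries 1 to 3. The FPKM values were taken as log2(FPKM + 1) and compared between the groups with limma, over the 6822 genes with at least 10 recovered reads in at least 3 libraries. Fold changes are therefore on the log2(FPKM + 1) scale, which understates the change of genes with a low FPKM. DEGs were called at the thresholds printed in Figure 6B, an unadjusted p under 0.05 and a 1.2-fold change in either direction. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1. Across genes, the SD of the deviation of control library 3 from the mean of the other libraries was 0.230, against 0.116 to 0.143 for the other 5 libraries. Of the 33 genes chosen to be named by a rule, 20 overlap another gene in the CNA3 gene list of H99, and how the authors counted reads on shared stretches is not given in the sources used here, so their values can include reads of the other gene.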

A1-A3 (parallel replicates) were H99 control groups, and B1–B3 were H99 treated with 4 μg/mL of DSF. 

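With limma, 533 of the 6822 genes tested had an unadjusted p under 0.05, where 341 would be expected if no gene changed. Adding the fold threshold left 275 DEGs, with a median size of the log2 fold change of 0.36, and 1 of them had a log2 fold change above 1 in size on the log2(FPKM + 1) scale. With a pseudocount of 0.1 there were 6 such DEGs, and with limma-voom on the recovered reads there were 9. Of the 275 DEGs, 59 (21.5%) had a p under 0.05 after the Benjamini-Hochberg adjustment of limma over all genes tested. In the authors' deposited table, 327 genes are past the same thresholds, and 142 of them have a q-value under 0.05 from the authors' DESeq2 model. The 3 control values and the 3 DSF values did not overlap for 237 of the DEGs, for all 59 genes that passed the adjustment, and for 14% of all genes tested, where chance gives 10%. Among the alternatives in test, scaling, filter and replicates, leaving out control library 1 moved the number of DEGs most, to 507. The number of genes that passed the adjustment depended on single libraries. It was 89 without control library 1, 13 without control library 2 and 132 without control library 3. It was 9, 10 and 12 without DSF libraries 1, 2 and 3.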

A total of 319 DEGs were identified. Cluster analysis showed that 98 DEGs were upregulated and 221 were downregulated in the DSF group compared to those in the control group (Figure 6A). 

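The 275 DEGs of the limma comparison were made up of 98 genes with higher and 177 genes with lower expression in the DSF group. After Benjamini-Hochberg adjustment, 20 genes were higher and 39 were lower, with log2 fold changes from −1.02 to 0.89. Of these DEGs, 82 of the higher and 172 of the lower genes also passed the same thresholds in the authors' deposited table. Across the genes tested, the Pearson correlation of the log2 fold changes with those of the authors' deposited table was 0.932, and genes are not independent replicates. Without control library 1, the split was 239 higher and 268 lower DEGs.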

The overall distribution of DEGs was observed in a volcano plot (Figure 6B).

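Among the 20 genes labelled in Figure 6B, *CNAG_03892* had the smallest p of all genes tested. Its FPKM was 521 ± 53.1 (SD, n = 3 libraries) in the control group and 293 ± 11.0 (SD, n = 3) in the DSF group. Its log2 fold change was −0.82 (standard error 0.084, adjusted p = 0.0021 from limma with Benjamini-Hochberg adjustment), and the deposited annotation places its product in the mitochondrial matrix with a role in protein refolding. The FPKM of *CNAG_01291*, which carries no annotation in the table, fell from 152 ± 18.5 (SD, n = 3) to 83.3 ± 5.38 (SD, n = 3). This was a log2 fold change of −0.86 (standard error 0.092, adjusted p = 0.0021 from limma with Benjamini-Hochberg adjustment). *CNAG_01534* rose from 65.0 ± 10.4 (SD, n = 3) to 114 ± 10.9 (SD, n = 3) FPKM, a log2 fold change of 0.82 (standard error 0.11, adjusted p = 0.0056 from limma with Benjamini-Hochberg adjustment). When each library was left out in turn, the log2 fold changes stayed between −0.88 and −0.74 for *CNAG_03892*, between −0.95 and −0.78 for *CNAG_01291*, and between 0.70 and 0.93 for *CNAG_01534*. *CNAG_03892* and *CNAG_01291* passed the adjustment without any 1 of the 6 libraries, and *CNAG_01534* in 5 of the 6 cases. Of the 20 labelled genes, 11 had fewer than 50 recovered reads per library on average. Of these 11 genes, 6 had enough reads to be tested and 4 were past the thresholds of Figure 6B. None of the 6 tested genes had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). The control and DSF values did not overlap for 8 of the 11 genes and overlapped for 3. Chance gives 10% for genes not chosen on these libraries, and since these genes were chosen on them, this share is no measure for the 8. Of the 8, *CNAG_07516* had 36, 26 and 28 reads in the control libraries and 48, 55 and 52 reads in the DSF libraries. Of the 3, *CNAG_04890* had 4, 1 and 9 reads in control libraries 1 to 3 and 0, 1 and 0 reads in DSF libraries 1 to 3. *CNAG_09006* had 35, 4 and 30 reads in the control libraries and 4, 14 and 5 reads in the DSF libraries. *CNAG_09010* had 19, 0 and 15 reads in the control libraries and 1, 2 and 3 reads in the DSF libraries.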

**FIGURE 6:**
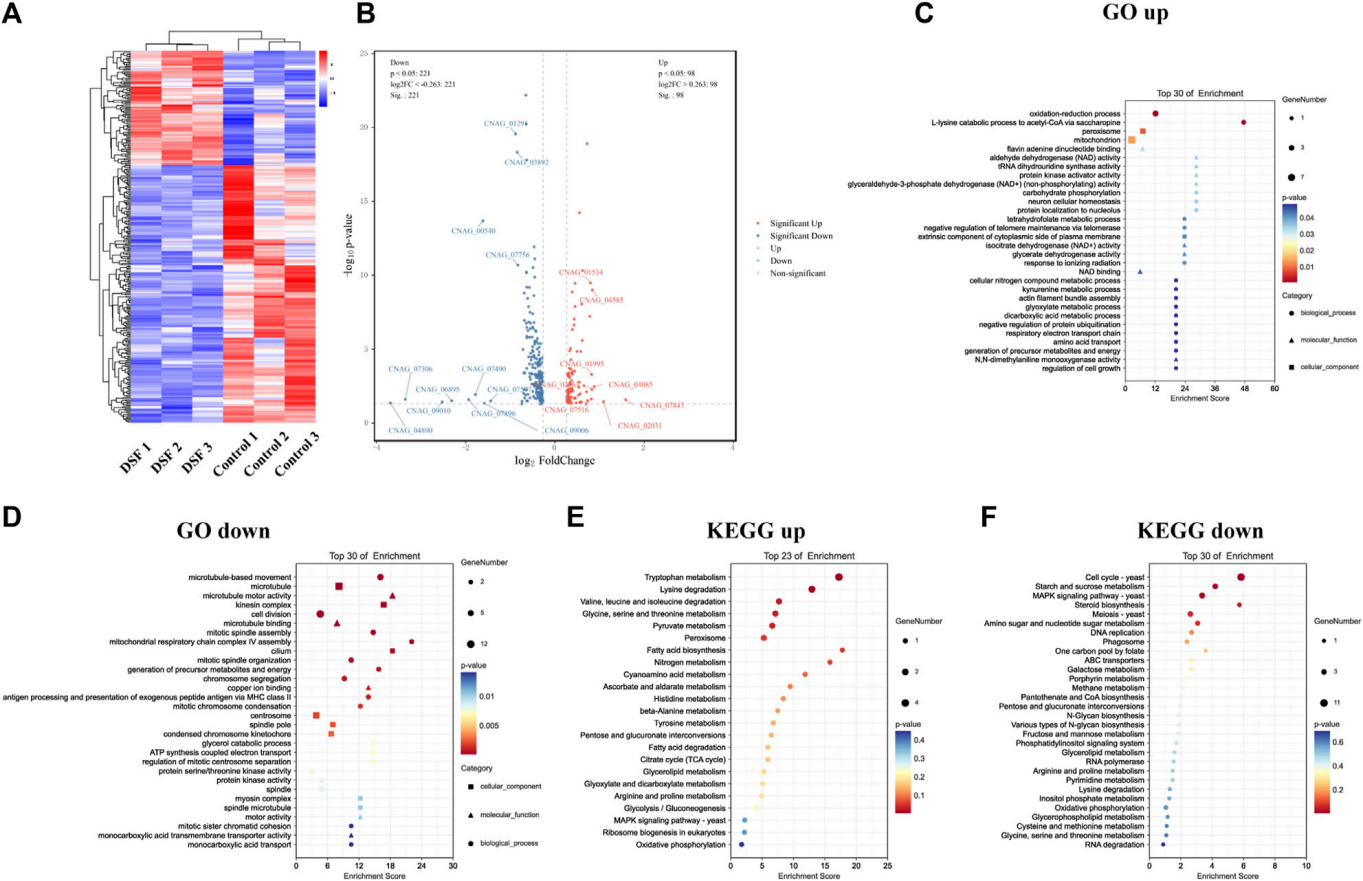
Transcriptome sequencing profile of H99 cells after DSF treatment. **(A)** Heat map of DEGs clustering. Red, highly expressed genes; blue, low-expression genes. **(B)** Volcanic map. Gray: non-significant DEGs; red and blue: significant DEGs. **(C,D)** Bubble map of GO enrichment. **(E,F)** Bubble map of KEGG enrichment.

Enrichment analysis was performed using the GO database, and 10 items with a respective number of upregulated (Figure 6C) and downregulated DEGs (Figure 6D) greater than or equal to two under subcategories were screened for bubble plots. 

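The deposited table gives GO terms for 3417 genes, of which 3406 were tested and served as the background for a one-sided hypergeometric test. Of the 98 DEGs with higher expression in the DSF group, 25 carried a GO term. The oxidation-reduction process held 5 of these 25 genes, against 0.34 expected, with p = 1.74e-05 by the one-sided exact hypergeometric test. For the peroxisome, 5 genes were found against 0.45 expected (one-sided exact hypergeometric p = 6.3e-05). *CNAG_05115*, *CNAG_03754* and *CNAG_02984* are counted in both of these terms, so the results are not independent. The mitochondrion held 8 genes against 2.82 expected (one-sided exact hypergeometric p = 0.00463), and NAD binding held 2 against 0.34 expected (p = 0.0457 by the same exact test). The Benjamini-Hochberg adjusted hypergeometric p was 8.35e-05, 0.000252, 0.00927 and 0.0686 for these 4 terms, taken over the terms with at least 2 higher DEGs, a family that the DEGs themselves set. Over all 7251 terms of the tested genes, it was 0.0252, 0.0761, 1 and 1. With the genes past the thresholds in the authors' deposited table as the list, these 4 terms held 4, 3, 7 and 2 genes. Their exact hypergeometric p was 0.000273, 0.00839, 0.0136 and 0.0422, and none had an adjusted p under 0.05 over all terms. With the DEGs of limma, the oxidation-reduction process kept p under 0.05 without any 1 of the 6 libraries. Without control library 3 the p was 0.111 for the peroxisome, 0.144 for the mitochondrion and 0.0712 for NAD binding. Without DSF library 1 it was 0.135 for the peroxisome and 0.103 for the mitochondrion. The mitochondrion also had exact p = 0.0831 without control library 2, and NAD binding had exact p = 0.0598 without DSF library 3. When all genes of each term were compared with all other genes by the camera test of limma, whose correlation between genes was preset to 0.01, the p was 0.287 for the oxidation-reduction process, 0.444 for the peroxisome, 0.570 for the mitochondrion, with a lower direction in camera and a higher one in fry, and 0.0782 for NAD binding.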

DEGs were mainly enriched in the oxidation-reduction process (GO:0055114), peroxisomes (GO:0005777), mitochondria (GO:0005739), and nicotinamide adenine dinucleotide (NAD^+^) binding (GO:0051287). Downregulation was highly significant, with the DEGs mainly enriched in microtubule-based movements (GO:0099098), cell division (GO:0051301), microtubule motor activity (GO:0003774), protein serine/threonine kinase activity (GO:0004674), protein kinase activity (GO:0004672), and adenosine triphosphate hydrolase activity (GO:0042623). 

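Of the 177 DEGs with lower expression in the DSF group, 64 carried a GO term and were tested against the same background. Microtubule-based movement and microtubule motor activity were matched by their names in the table, a choice made after the result was seen. Microtubule-based movement held 7 of these 64 genes against 0.30 expected (one-sided exact hypergeometric p = 5.93e-09). Microtubule motor activity, also matched by name, held 6 against 0.23 expected (one-sided exact hypergeometric p = 2.94e-08), and cell division held 10 against 1.80 expected (p = 8.49e-06 by the same exact test). Protein kinase activity held 4 genes against 0.56 expected (exact p = 0.00215), and protein serine/threonine kinase activity held 5 against 1.58 expected (exact p = 0.0198). The Benjamini-Hochberg adjusted hypergeometric p of these 5 terms was 2.34e-07, 7.74e-07, 9.58e-05, 0.00773 and 0.0472 over the terms with at least 2 lower DEGs, and 2.15e-05, 7.1e-05, 0.00879, 0.710 and 1 over all 7251 terms. The term named motor activity in the table held 1 lower DEG (one-sided exact hypergeometric p = 0.0905), and its p was 0.00423 without control library 3. The term named coupled ATPase activity there held 0 lower DEGs among its 4 tested genes, where 0.08 would be expected. ATPase activity, matched to the paper's adenosine triphosphate hydrolase activity by name after the result was seen, held 5 lower DEGs among 60 genes against 1.13 expected (exact p = 0.00493, with an adjusted hypergeometric p of 0.0156 over the terms with at least 2 lower DEGs and 1 over all terms). Its exact p was 0.106 without control library 1, 0.117 without control library 2 and 0.0982 without DSF library 3. Its camera p was 0.386, with a lower direction. Without control library 2, the p was 0.120 for protein kinase activity and 0.235 for protein serine/threonine kinase activity, and the latter had exact p = 0.0716 without DSF library 1. The other 3 terms kept p under 0.05 without any 1 of the 6 libraries. Of the 16 genes of microtubule-based movement, 14 had lower mean log2 expression in the DSF group, with log2 fold changes from −0.60 to 0.14 over the 16 genes. *CNAG_05752*, the lowest of them, was the only one with an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment over all genes tested. The camera test of limma over all genes, with Benjamini-Hochberg adjustment over the 11 terms tested, gave an adjusted p of 3.87e-06 for microtubule-based movement, 0.000105 for microtubule motor activity, 0.00152 for cell division and 0.0345 for motor activity. These 4 terms also had an unadjusted p under 0.05 with the fry test of limma, which takes the correlation between genes from the libraries, with 0.0477 for cell division as the largest. The camera adjusted p was 0.230 for protein kinase activity and 0.839 for protein serine/threonine kinase activity, which was lower in camera and higher in fry.

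**Figure D1:**
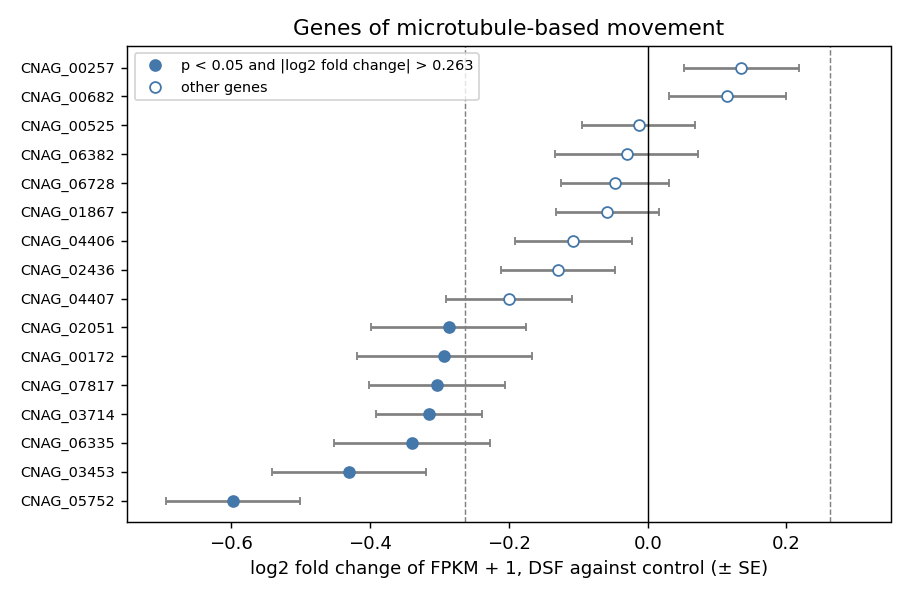
Log2 fold change of FPKM + 1 in the DSF group against the control group (horizontal axis) for the 16 tested genes of microtubule-based movement, with bars for the standard error. Filled points mark the 7 genes past the thresholds of Figure 6B, the dashed lines mark a 1.2-fold change, and the values run from −0.60 for CNAG_05752 to 0.14 for CNAG_00257.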

During this process, DSF regulates cell division, important biological enzyme activities, and reduction-oxidation (redox)-related pathways in *C. neoformans*.

### 3.12 DSF affected membrane transport function and multiple metabolic processes of H99

The KEGG database was also used for the enrichment analysis of DEGs, and 2,387 genes were annotated to 36 KEGG pathways (Figures 6E, F). 

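In the deposited table, 1847 genes carry at least 1 KEGG pathway, and together they belong to 111 pathways. Of these genes, 1846 were tested, among them 15 DEGs with higher and 31 DEGs with lower expression in the DSF group. The higher DEGs fell into 26 pathways and the lower DEGs into 24. Of the 15 higher DEGs, 5 belonged to lysine degradation against 0.27 expected (one-sided exact hypergeometric p = 3.53e-06). Tryptophan metabolism held 4 (p = 0.000101), glycine, serine and threonine metabolism held 4 (p = 0.000218), and the peroxisome pathway held 4 (p = 0.000704), by the same exact test. Tyrosine metabolism, valine, leucine and isoleucine degradation, and pyruvate metabolism held 2 each, with exact hypergeometric p of 0.0118, 0.0348 and 0.044. These pathways share genes and are not independent results. *CNAG_05115*, *CNAG_06777* and *CNAG_02984* are all counted in lysine degradation, in glycine, serine and threonine metabolism and in the peroxisome pathway. *CNAG_00735* is counted in all of the pathways named except the peroxisome and tyrosine metabolism. The Benjamini-Hochberg adjusted hypergeometric p was at most 0.044 over these 7 pathways, the only ones with at least 2 higher DEGs, a family that the DEGs themselves set. Over all 111 pathways it was 0.000392, 0.00559, 0.00805 and 0.0195 for the first 4, above 0.05 for tyrosine metabolism, and 0.645 and 0.698 for the last 2. The genes past the thresholds in the authors' deposited table were also used as the list. The adjusted hypergeometric p over all 111 pathways was then 0.0731, 0.006, 0.779 and 0.856 for the first 4. Only tryptophan metabolism stayed under 0.05. When all tested genes of a pathway were compared with the other genes by camera of limma, with Benjamini-Hochberg adjustment over 110 pathways, none of the 7 had an adjusted p under 0.05. The camera adjusted p was 0.509 for lysine degradation, 0.563 for tryptophan metabolism, 0.158 for glycine, serine and threonine metabolism, 0.824 for the peroxisome, 0.563 for tyrosine metabolism and 0.824 for pyruvate metabolism, all with a higher direction. It was 0.984 for valine, leucine and isoleucine degradation, with a lower direction in camera and a higher one in fry.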

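Among the 31 DEGs with lower expression and a KEGG pathway, 8 belonged to the cell cycle against 1.36 expected (one-sided exact hypergeometric p = 3.37e-05, with a Benjamini-Hochberg adjusted hypergeometric p of 0.000236). Under cell growth and death, meiosis held 4 lower DEGs (exact p = 0.0216), and under signal transduction, MAPK signaling held 4 (exact p = 0.0205). Both had an adjusted p of 0.0503 from the same hypergeometric test. In carbohydrate metabolism, starch and sucrose metabolism held 3 lower DEGs (exact p = 0.0297, adjusted p = 0.052 from the hypergeometric test). By camera of limma on all tested genes of each pathway, with Benjamini-Hochberg adjustment over 110 pathways, the adjusted p was 0.000208 for the cell cycle, 0.179 for meiosis (37 of 65 genes lower), 0.984 for MAPK signaling (27 of 64 genes lower) and 0.991 for starch and sucrose metabolism (15 of 41 genes lower). The camera direction was lower in all 4, while the median log2 fold change was above 0 for MAPK signaling (0.02) and for starch and sucrose metabolism (0.045). Without control library 3, the camera adjusted p from limma with Benjamini-Hochberg adjustment was 0.0421 for meiosis, 0.329 for MAPK signaling and 0.593 for starch and sucrose metabolism, all lower. The adjusted p values of the hypergeometric test given above cover the pathways with at least 2 lower DEGs, and over all 111 pathways they were 0.00374 for the cell cycle, 0.797 for meiosis and MAPK signaling and 0.824 for starch and sucrose metabolism. No other pathway had a p under 0.05 in the hypergeometric test among the lower DEGs. Of the classes beyond these, the phagosome pathway of transport and catabolism held 2 lower DEGs against 0.60 expected (exact p = 0.121).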

The downregulated pathways were highly significant (Figure 6F) and involved cell growth and death, transport and catabolism, membrane transport, signal transduction, folding/sorting and degradation, amino acid metabolism, carbohydrate metabolism, energy metabolism, metabolism of cofactors and vitamins, and nucleotide metabolism. In conclusion, we found that DSF affects membrane transport function and multiple metabolic processes in *C. neoformans*. 

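Membrane transport is represented in the deposited annotation by the ABC transporters pathway, of which 16 genes were tested. It held 1 DEG with lower expression, against 0.27 expected (one-sided exact hypergeometric p = 0.238). Over its 16 genes the median log2 fold change was 0.03 and 6 genes had lower mean expression in the DSF group (adjusted p = 0.984 from camera of limma with Benjamini-Hochberg adjustment over 110 pathways). Its camera direction was higher. Without control library 3 it was lower, with 11 of the 16 genes lower, an unadjusted camera p of 0.0193 and an adjusted p of 0.236 from limma with Benjamini-Hochberg adjustment. With a trend over gene length removed from every library, its camera direction was also lower, with an adjusted p of 0.685 from limma with Benjamini-Hochberg adjustment. From the classes of the enriched pathways, the paper concludes that DSF acts on membrane transport and on several parts of the metabolism of *C. neoformans*.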

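The RNA-seq values of the 8 genes chosen for q-PCR were outside the spread of the replicates, since the 3 control and the 3 DSF values did not overlap for any of them. *CNAG_04085*, annotated as a glyoxylate and hydroxypyruvate reductase, had an FPKM of 38.9 ± 11.9 (SD, n = 3 libraries) in the control group and 72.1 ± 15.0 (SD, n = 3) in the DSF group. Its log2 fold change was 0.89 (standard error 0.18, adjusted p = 0.0445 from limma with Benjamini-Hochberg adjustment), and it passed the adjustment in 1 of the 6 cases when each library was left out. *CNAG_04585* rose from 11.2 ± 2.03 to 20.4 ± 0.645 FPKM (SD, n = 3 each), a log2 fold change of 0.81 (adjusted p = 0.0056 from limma with Benjamini-Hochberg adjustment). *CNAG_01995* rose from 1.68 ± 0.119 to 3.00 ± 0.334 FPKM, and *CNAG_02863* from 3.97 ± 1.05 to 7.11 ± 1.62 FPKM (SD, n = 3 each). Their log2 fold changes were 0.58 and 0.71, with adjusted p of 0.0445 and 0.0967 from limma with Benjamini-Hochberg adjustment, and between 48 and 137 reads in each library. *CNAG_00540* fell from 3.09 ± 0.479 to 1.02 ± 0.214 FPKM, *CNAG_07756* from 13.8 ± 0.953 to 7.85 ± 0.812, and *CNAG_05752*, a microtubule motor protein, from 10.1 ± 0.710 to 6.34 ± 0.546 (SD, n = 3 each). The log2 fold changes were −1.02, −0.74 and −0.60, with adjusted p of 0.0052, 0.0052 and 0.0177 from limma with Benjamini-Hochberg adjustment. The log2(FPKM + 1) scale understates the changes of the genes with a low FPKM. In the authors' deposited table, the log2 fold change of *CNAG_00540* is −1.61 and that of *CNAG_01995* is 0.82. *CNAG_00735* was higher in each of the 3 DSF libraries than in each of the 3 control libraries, while the paper lists it among the downregulated genes. With p adjusted over the list alone, all 8 genes were under 0.05, against 7 with the adjustment of limma over all genes tested, and since the list was chosen on these libraries the former is not independent evidence. The 7 genes other than *CNAG_04585* overlap a neighbouring gene in the CNA3 gene list. *CNAG_00540*, *CNAG_00735* and *CNAG_07756* passed the adjustment without any 1 of the 6 libraries, and *CNAG_04585*, *CNAG_05752*, *CNAG_01995* and *CNAG_02863* in 4, 2, 1 and 1 of the 6 cases.

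**Figure D2:**
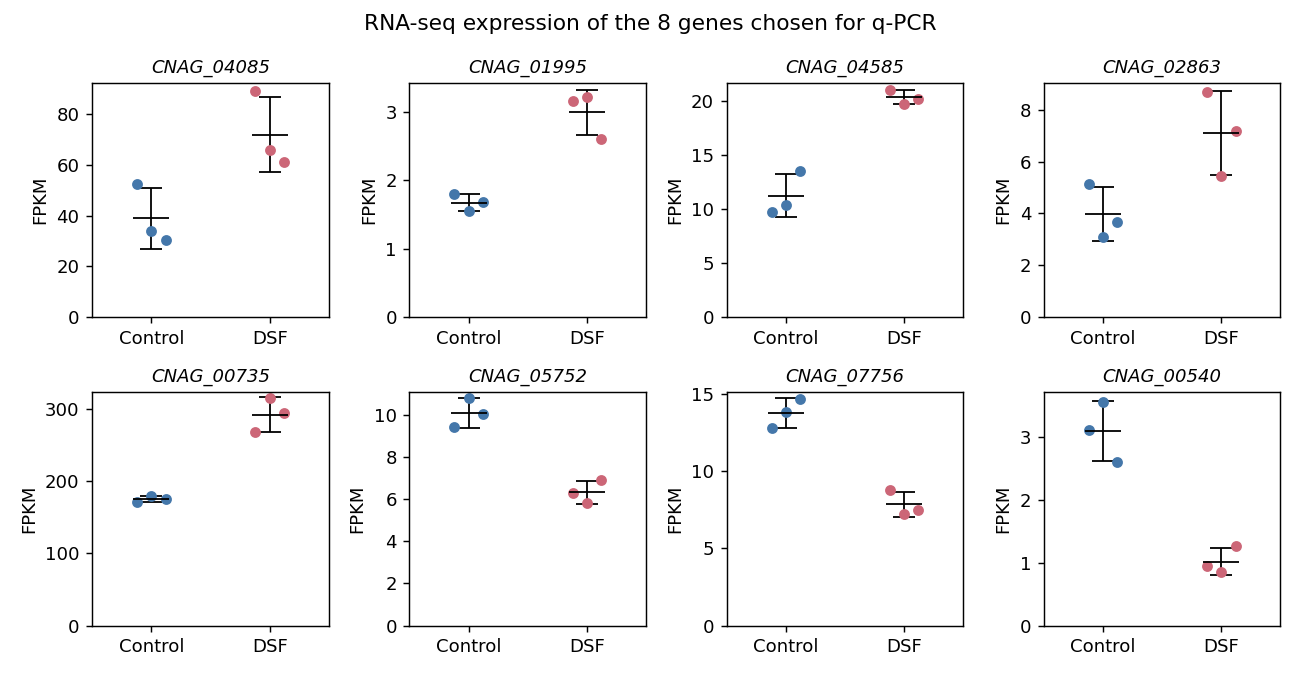
FPKM of the 8 genes chosen for q-PCR in the 3 control and the 3 DSF libraries (vertical axes, each starting at 0), with points for libraries and horizontal lines and bars for the mean and SD of each group. In every panel the 3 values of 1 group lie above the 3 values of the other, with the DSF values above for CNAG_04085, CNAG_01995, CNAG_04585, CNAG_02863 and CNAG_00735.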

We verified the up and downregulation of eight DEGs (upregulated: *CNAG_04085*, *CNAG_01995*, *CNAG_04585*, *CNAG_02863*; downregulated: *CNAG_05752*, *CNAG_07756*, *CNAG_00540*, *CNAG_00735*) by q-PCR. The q-PCR data were in agreement with RNA-seq data (Supplementary Figure S2).

### 3.13 Homology modeling of ALDH (NAD^+^) and molecular docking of DSF

Based on the confirmed mechanism of DSF, we screened H99 functional proteins, including ALDH (NAD^+^), catalase (CAT), ABC multidrug transporter AFR2, iron-sulfur clusters transporter ATM1, based on the essential differential expression pathways suggested by RNA-seq. They serve as critical biological enzymes or transport-related proteins and are closely related to the growth, metabolism, virulence, drug resistance, and oxidation-reduction processes of *C. neoformans*. They were then docked to DSF ligands for calculations.

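Of these proteins, the iron-sulfur clusters transporter ATM1 is encoded by *CNAG_04358*. Its expression was 12.0 ± 1.47 FPKM (SD, n = 3 libraries) in the control group and 11.9 ± 1.21 FPKM (SD, n = 3) in the DSF group, with 1501 to 2218 reads per library. The log2 fold change was −0.01 (standard error 0.11, adjusted p = 0.978 from limma with Benjamini-Hochberg adjustment), and the groups overlapped. It stayed between −0.11 and 0.05 when each library was left out in turn. Over the 23 genes annotated with iron-sulfur clusters, the median log2 fold change was −0.03 (adjusted p = 0.429 from camera of limma with Benjamini-Hochberg adjustment over 10 gene sets).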

DSF was docked to the Alpha-Fold predicted structure of H99’s ALDH (NAD^+^) (UniProt ID: J9VME7, open reading form (ORF) name: CNAG_00735), with a complex binding affinity of −4.4 kcal/mol (Figure 7A). The optimal conformational affinity and root-mean-square deviation of the receptor pocket are shown in Supplementary Table SA3. In the ligand-receptor complex, ALDH interacted with DSF through five amino acid residues in the active pocket, including PHE-467, VAL-304, PHE-298, ALA-219, and PHE-220 (Figure 7C). The best-matched human protein for ALDH (NAD^+^) (PDB ID 4X0T) and matching parameters are shown in Supplementary Table SA4. By importing the optimal DSF docking conformation containing the coordinate information, we found that the position of the DSF molecule coincided with the active substrate NAD^+^ of ALDH (4X0T). Moreover, DSF was located at the center of four cysteine (Cys) residues, with the closest residue at position 302 (Figure 7B). Moreover, *ALDH* of H99 showed significant downregulation results (*p* < 0.05) in the KEGG Pathway significance analysis. 

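The expression of *CNAG_00735*, the *ALDH* gene of H99, was 175 ± 3.95 FPKM (SD, n = 3 libraries) in the control group and 292 ± 23.7 FPKM (SD, n = 3) in the DSF group. It had 20492, 23394 and 22234 reads in control libraries 1 to 3, and 29355, 38472 and 39015 reads in DSF libraries 1 to 3. The log2 fold change in the DSF group was 0.73 (standard error 0.076, adjusted p = 0.0021 from limma with Benjamini-Hochberg adjustment). When each library was left out in turn, the log2 fold change stayed between 0.68 and 0.79. In the authors' deposited table, the log2 fold change of *CNAG_00735* in the DSF group is 0.72, with p = 1.26e-19 from their DESeq2 model. The table assigns *CNAG_00735* to pathways that include glycolysis, pyruvate metabolism, fatty acid degradation, lysine degradation and tryptophan metabolism, and it counts among the higher DEGs of each. In the CNA3 gene list it overlaps its neighbour *CNAG_00734*, which is also annotated as an aldehyde dehydrogenase. *CNAG_00734* had a log2 fold change of 0.18 (standard error 0.077, adjusted p = 0.549 from limma with Benjamini-Hochberg adjustment). Over the 11 genes annotated as aldehyde dehydrogenases, the median log2 fold change was −0.03 and the mean was 0.07, with *CNAG_00735* as the 1 gene past the thresholds of Figure 6B. The other genes of this set had log2 fold changes from −0.22 to 0.26 (adjusted p = 0.514 for the set from camera of limma with Benjamini-Hochberg adjustment). The rise of *CNAG_00735* in these libraries is opposite to the lower expression that the paper states from its KEGG analysis and its q-PCR.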

The q-PCR results (Figure 7E) also verified this result.

**FIGURE 7:**
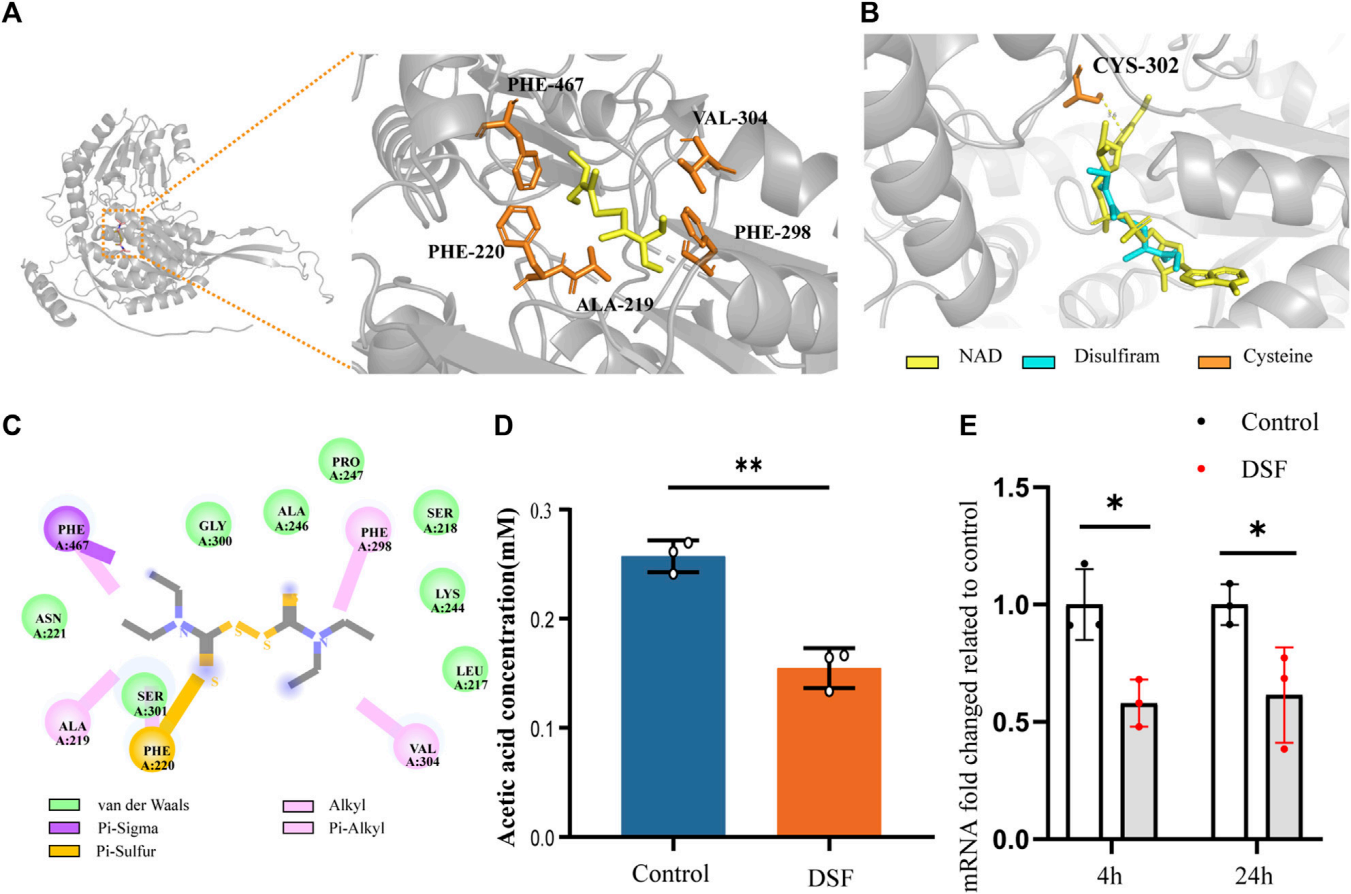
DSF disrupts acetic acid metabolism by affecting mRNA expression and protein structure of ALDH (NAD^+^) from *C*. *neoformans*. **(A)** The complexes ribbon structure and enlarged molecular docking images of the DSF ligand with predicted Alpha-Fold 3D structures of ALDH (NAD^+^) from H99. **(B)** The optimal DSF conformation containing coordinate information of the homologous protein structure. **(C)** 2D interactions between DSF and the predicted binding sites of H99 ALDH (i.e., conventional H-bond, carbon-hydrogen bond, alkyl or Pi-alkyl bond, Pi-sulfur bond, Pi-sigma bond, and Van der Waals bond). **(D)** Biochemical effects of DSF on ALDH in H99 cells. **(E)** RT-qPCR results of *ALDH* (*NAD* ^*+*^) of different time, *p < 0.05, **p < 0.01, vs. controls.

### 3.14 DSF inhibited the ability of *C. neoformans* to metabolize aldehydes

ALDH, an essential metabolic enzyme in the yeast fungus, transforms harmful aldehyde metabolites into acetic acid, which is then excreted. *C. neoformans* isolated from the lungs of infected mice expresses high levels of ALDH transcripts, and ALDH expression is important for protecting C*ryptococcus* cells from phagocytosis or destruction by macrophages after engulfment (Hu et al., 2008). ALDH knockout mutants have partially compromised cell walls and exhibit reduced recovery after phagocytosis and significantly reduced virulence in *G. mellonella* infection model (Ammar, 2019). To determine whether DSF interferes with the catalytic pathway involving ALDH, we assayed the biochemical activity of acetic acid in DSF-induced culture media using K-ACET (Figure 7D). Compared to the positive control, the DSF group (2 μg/mL) induced a significant decrease in acetic acid content in the medium at 48 h (*p* < 0.01). This assay indirectly indicates that DSF diminishes the amount or activity of ALDH, thus inhibiting the ability of *C. neoformans* to metabolize aldehydes.

### 3.15 Homology modeling of CAT, AFR2, and ATM1 and molecular docking of DSF

By combining CAT (UniProt ID: J9VNU0, ORF name: CNAG_05015), AFR2 (UniProt ID: J9VPA2, ORF name: CNAG_00869), and ATM1 (UniProt ID: J9VWU3, ORF name: CNAG_04358) of the Alpha-Fold conformation with DSF (Figures 8A, D, G), the optimal conformation binding affinities were −3.7, −3.8, and −3.8 kcal/mol, respectively. The best homologous protein to which CAT matched was the CAT of *Komagataella pastoris* (PDB ID 6RJN). The best docking conformation of DSF overlapped with the position of NDP (the active substrate of 6RJN), indicating that DSF successfully occupied the active NDP pocket (Figure 8B). The protein most homologous to AFR2 was derived from *S. cerevisiae S288C* (PDB ID 7P05). The best docking conformation of DSF, closing to Cys in the 1041th position of H99’s AFR2, was only 3.7 Å away from active substrate ADP of 7P05. Moreover, the ATP substrate was close to multiple active Cys residues, including the 129th, 199th, 325th, 331th, 369th, and 381th positions of 7P05 (Figure 8E), ranging from 6.9 to 11.5 Å. The most homologous protein (PDB ID: 4MYH) matching ATM1 of H99 was derived from *S288C*. The optimal docking conformation of DSF was only 3.7 Å away from the active substrate GSH position (Figure 8H).

**FIGURE 8:**
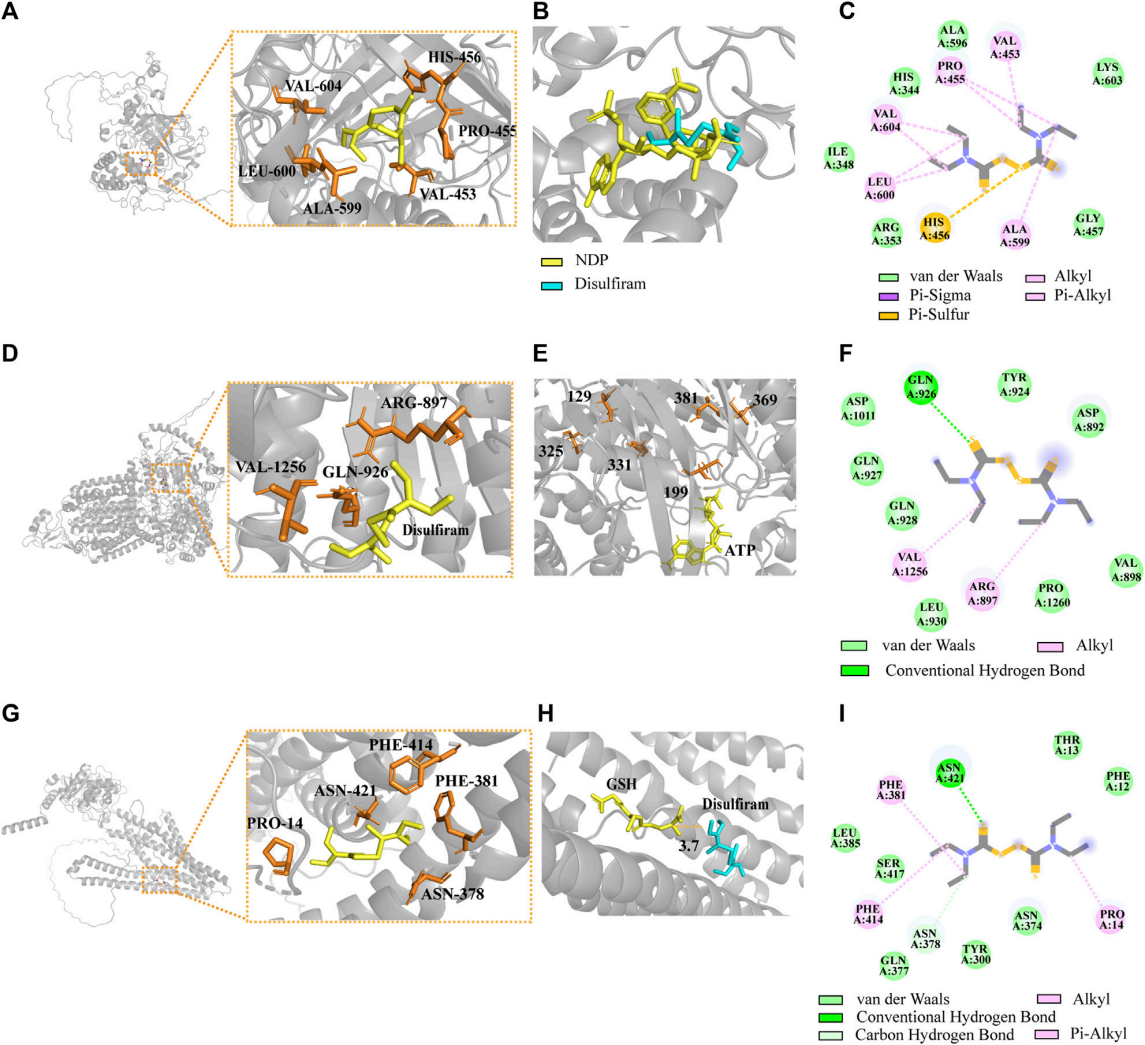
Complexes of the DSF ligand with predicted Alpha-Fold 3D structures of CAT, AFR2, and ATM1. **(A)** Structural models of CAT docking with DSF. **(B)** Introduction of the optimal DSF conformation for the homologous protein structure of CAT. **(C)** The 2D interactions between DSF and predicted binding sites of CAT. **(D)** Structural models of AFR2 docking with DSF. **(E)** Introduction of the optimal DSF conformation for the homologous protein structure of AFR2. **(F)** The 2D interactions between DSF and AFR2. **(G)** Structural models of ATM1 docking with DSF. **(H)** Introduction of the optimal DSF conformation for ATM1. **(I)** The 2D interactions between DSF and ATM1.

## 4 Discussion and conclusion

Fungi pose a serious threat to humanity, with at least 300 million people suffering from severe fungal infections (Bongomin et al., 2017). In recent years, it has been found that patients coinfected with *C. neoformans* and SARS-CoV-2 are at a significant risk of death during the first 30 days. While new drugs are costly to develop and have long approval cycles, “Repurposed old drugs” bring new ideas and savings (Chong and Sullivan, 2007). To the best of our knowledge, this is the first systematic study assessing the effects of DSF on *Cryptococcus* spp.

In this study, 42 *Cryptococcus* strains of various serotypes were selected, all with excellent DSF MIC. This indicates that DSF has a broad-spectrum rather than individual inhibitory effect on *Cryptococcus*. Unfortunately, these strains did not include FLC-resistant strains. The combined sensitivity test revealed that DSF and AmB/5-FC/TRB/KET exerted synergistic inhibitory effects on *C. neoformans*. This suggests that DSF may possess pathways other than conventional antifungal drugs, or that there are unique targets that interfere with drug resistance. These combinations may reduce the toxic side effects of conventional antifungal agents.

The antimicrobial mechanism of DSF can be understood from three perspectives: synergism with copper, affinity for the cysteine mercapto group of target proteins, and immunomodulatory functions. Combined with the existing studies on DSF antifungals, this implies a focus on significant proteins containing cysteine near active sites associated with membrane transport function (especially copper) and redox. Transcriptome sequencing corroborated this hypothesis. Therefore, in this study, molecular docking calculations were performed between these important proteins and DSF based on computer simulations. Molecular docking calculations were used to assess the degree of interaction between the ligand and receptor (Morris and Lim-Wilby, 2008).

The inhibition of ALDH by DSF is the primary basis for its alcohol-withdrawal effect. DSF inhibits activated cysteine by forming a thiocarbamate-thiol structure, which irreversibly inhibits ALDH activity in the human liver. *In vitro*, the inhibition of hepatic mitochondrial ALDH is caused by the formation of intramolecular disulfide bonds between two of the three adjacent cysteines within the active site. *In vivo*, DSF can form a carbamoyl derivative with the Cys302 of ALDH (Shen et al., 2000). ALDH is an important metabolic enzyme in yeast. Throughout their growth, fungi are continuously subjected to various stresses; in particular, the metabolic products ethanol and acetaldehyde can accumulate to toxic levels (Ingram and Buttke, 1984; Jones, 1990). Yeasts use a specialized ALDH pathway to convert toxic aldehydes into less hazardous chemicals. By converting toxic byproducts into acetate, this pathway lowers the toxicity of byproducts and makes it easy for pathogens to adapt to their surroundings (Marchitti et al., 2008; Black et al., 2009).

ALDH in H99 showed significant downregulation (*p* < 0.05) in the KEGG Pathway significance analysis. To investigate how DSF affects cryptococcal ALDH activity at the molecular level, we aligned the target and homologous proteins. The distance between the homologous protein Cys302 and DSF was only 3.6 Å. At the same time, the Cys302 corresponded to the 356th Cys of H99 ALDH. The pocket where the DSF was located was also at the center of the adjacent Cys 96, 356, and 278 of H99 ALDH. In contrast, the spatial location of the optimally predicted DSF coincided with the human-derived ALDH active substrate, NAD^+^. This high similarity indicated that the disulfide bond of DSF reacted with cysteine in both ways, thereby affecting the functional activation of H99 ALDH.

Catalase (UniProt ID: J9VNU0, ORF name: CNAG_05015) is an important scavenger of reactive oxygen species in peroxisomes, protecting cells and lipids from the toxic effects of hydrogen peroxide (Gómez et al., 2019). CAT was significantly upregulated in the KEGG Pathway analysis. 

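The expression of *CNAG_05015*, the catalase gene, was 12.1 ± 1.78 FPKM (SD, n = 3 libraries) in the control group and 14.7 ± 0.380 FPKM (SD, n = 3) in the DSF group, with 1129 to 1733 reads per library. The lowest DSF value, 14.3 FPKM, lay above the highest control value, 13.7 FPKM. Its log2 fold change of 0.27 was just past the threshold of Figure 6B (standard error 0.10), and its adjusted p was 0.524 from limma with Benjamini-Hochberg adjustment. When each library was left out in turn, the log2 fold change lay between 0.16 and 0.36 and passed the thresholds in 3 of the 6 cases. It was 0.16 without control library 3, whose value of 10.2 FPKM was the lowest, and 0.26 without DSF library 1 or 3. With scaling by the median of ratios, the log2 fold change was 0.26, below the fold threshold. The deposited table lists the gene in the peroxisome and tryptophan metabolism pathways. The 15 genes annotated as catalases, peroxidases or superoxide dismutases had a median log2 fold change of 0.01 (adjusted p = 0.961 from camera of limma with Benjamini-Hochberg adjustment).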

CAT interacts with DSF through six amino acid residues near the active pocket: VAL-604, HIS-456, PRO-455, VAL-453, ALA-599, and LEU-600 (Figure 8C). DSF overlaps with the active substrate NDP in the H99 CAT pocket, suggesting that DSF may structurally interfere with protein function. An earlier study also showed a significant reduction in catalase activity in the livers of rats fed high doses of DSF (1.0–4.5 g per kg/d) (Koivusalo, 1959). We hypothesized that during the early stages, DSF disturbs the redox homeostasis of H99 cells, leading to enhanced levels of intracellular oxidative stress and increased levels of free radicals, thus causing a compensatory negative feedback upregulation at the CAT transcriptome level. However, the exact regulatory mechanism remains to be explored.

DSF can reverse cerebellar degeneration related 1 (Cdr1)-mediated *Candida* resistance by interacting with the ATP/substrate-binding site of the transporter protein and forming a disulfide bridge (Prasad et al., 1995; Tsao et al., 2009). The functional region of AFR2 (845–1.087 bp), a multipotent drug-resistant efflux pump of H99, was highly similar to that of Cdr1 (859–1,103 bp) (Supplementary Figure S1). AFR2 (UniProt ID: J9VPA2; ORF name: CNAG_00869) was significantly downregulated in the transcriptome following DSF treatment. 

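The expression of *CNAG_00869*, the *AFR2* gene, was 9.55 ± 2.05 FPKM (SD, n = 3 libraries) in the control group and 7.16 ± 0.598 FPKM (SD, n = 3) in the DSF group. The single values were 11.1, 10.3 and 7.23 FPKM in control libraries 1 to 3, and 7.26, 7.70 and 6.52 FPKM in DSF libraries 1 to 3, so that control library 3 lay within the DSF values. The log2 fold change was −0.35 (standard error 0.14), past the thresholds of Figure 6B, with an adjusted p of 0.513 from limma with Benjamini-Hochberg adjustment. Without control library 3 it was −0.52 and the adjusted p was 0.0206 from limma with Benjamini-Hochberg adjustment. In 2 alternatives chosen after the data were seen, the adjusted p from limma was 0.0805 with a trend over gene length removed and 0.00215 with weights for library quality. The log2 fold change was −0.24 without control library 1, −0.30 without control library 2 and −0.30 without DSF library 3, and in these 3 cases the gene was not past the thresholds.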

AFR2 interacts with DSF via ARG-897, GLN-926, and VAL1256 (Figure 8F). In the docking results, the six closest Cys near the ATP active site were only 6.9–11.5 Å from DSF (Sauna et al., 2004). DSF, within 8 Å from Cys, can interfere with ATP binding site activity by assisting cysteines to form intramolecular disulfide bonds. Whether this is related to the synergistic effect of DSF needs to be verified through further experiments.

The iron-sulfur cluster transporter ATM1 (UniProt ID: J9VWU3, ORF name: CNAG_04358) plays an important role in the production of cytoplasmic iron-sulfur proteins (Do et al., 2018). ATM1 depends on copper-dependent transcription factor 1 (CUF1), which functions in an environment of copper stress and increases susceptibility to copper toxicity (Garcia-Santamarina et al., 2017). Transcriptome analysis revealed that CUF1 was significantly downregulated. Studies have shown that DSF treatment decreases GSH levels, leading to increased oxidized glutathione (GSSG) levels, which interferes with the GSH/GSSG oxidoreduction state (Nagendra et al., 1994). ATM1 interacts with DSF via PHE-414, PHE381, ASN-2378, PRO-14, and ASN-421 in the active pocket (Figure 8I). DSF is only 3.7 Å away from the homologous protein substrate GSH. DSF consumes GSH and disrupts the oxidation-reduction environment, which may prevent GSH from forming an iron-sulfur conjugation complex with ATM1.

In conclusion, DSF possesses excellent *in vitro* and *in vivo* antifungal activity against *C. neoformans* and this effect is mediated through multiple mechanisms. DSF is an FDA-approved drug that can be repurposed as a potential treatment option for *C. neoformans*.

## Data Availability

The data presented in the study are deposited in the Gene Expression Omnibus repository, accession number GSE248987 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE248987).

# Supplementary material for: Antifungal activity of the repurposed drug disulfiram against Cryptococcus neoformans
**Source:** Front Pharmacol. 2024 Jan 11;14:1268649. doi: 10.3389/fphar.2023.1268649
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures and Tables

## Supplementary Figures

**
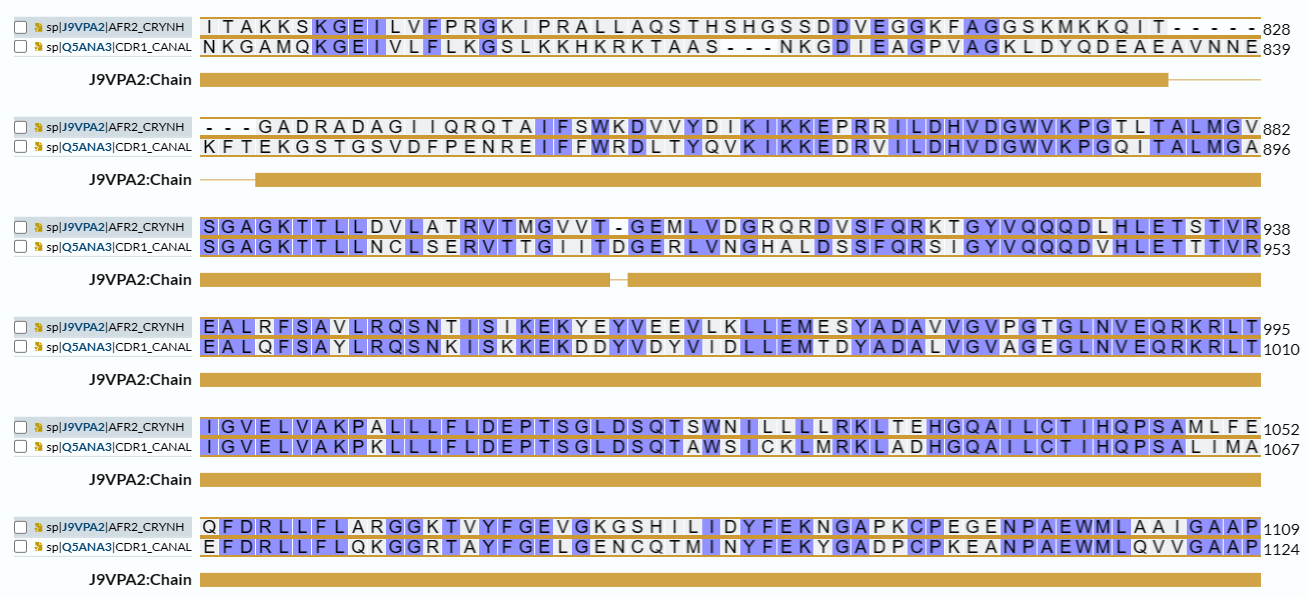
**

**Figure S1.** Comparison of partial functional region sequences of AFR2 (UniProt ID: J9VPA2) in *C. neoformans* H99 and Cdr1 (UniProt ID: Q5ANA3) in *Candida albicans*. By blasting the homologous genes of *Cdr1* in *C. neoformans* in the uniprot database (https://www.uniprot.org/), it was found that AFR2 (845-1087bp) of strain H99 has a high degree of similarity to the functional region (ABC transporter region) of CDR1 (859-1103bp). Among ABC transporters, Cdr1 has been shown to play a key role in azole resistance.

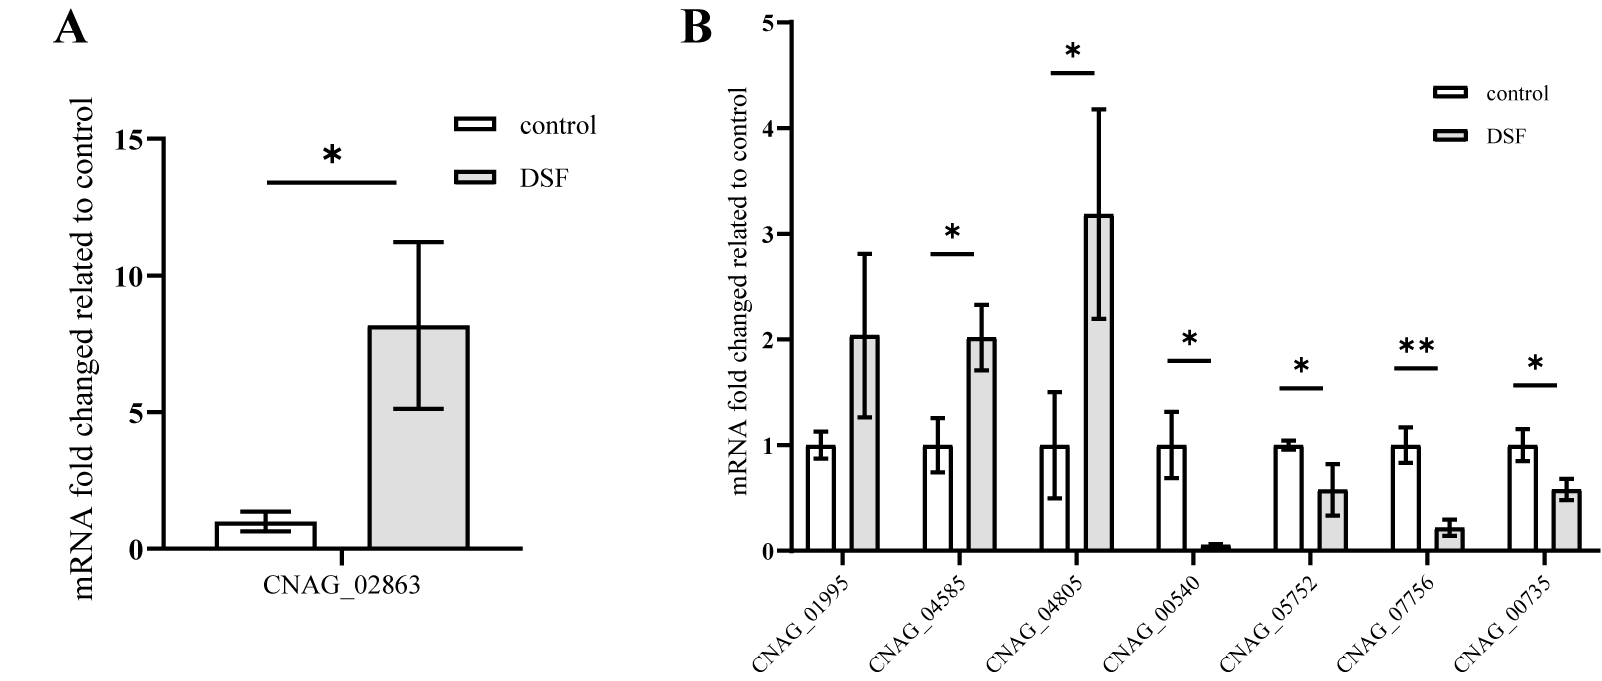

**Figure S2.** Eight genes that showed significant variability in transcriptome sequencing were identified by qpcr. (A) The transcriptome expression of *CNAG_04085* was significantly up-regulated in the DSF group compared to the control as measured by qpcr (*p* < 0.05). This is consistent with the transcriptome sequencing results. (B) The transcriptome expression of *CNAG_01995, CNAG_04585 and CNAG_02863* were significantly up-regulated in the DSF group, and the expression of *CNAG_05752, CNAG_07756, CNAG_00540, CNAG_00735* were significantly down-regulated. These results were consistent with transcriptome sequencing (**p* < 0.05, ** *p* < 0.01, vs. controls).

## Supplementary Tables

**Table A1** In vitro sensitivity assays of DSF and FLC against 42 strains of *Cryptococcus*a

| **Number** | **Strain** | **MIC(DSF)** | **MFC(DSF)** | **MIC(FLC)** |
| --- | --- | --- | --- | --- |
| 1 | D2A | 2.0 | 4.0 | 4.0 |
| 2 | ZYA2 | 2.0 | 4.0 | 8.0 |
| 3 | ZYA3 | 2.0 | 4.0 | 8.0 |
| 4 | ZYA4 | 4.0 | 4.0 | 8.0 |
| 5 | ZYA5 | 4.0 | 8.0 | 1.0 |
| 6 | ZYA6 | 2.0 | 4.0 | 4.0 |
| 7 | ZYA7 | 2.0 | 4.0 | 4.0 |
| 8 | ZYA8 | 2.0 | 4.0 | 2.0 |
| 9 | ZYA9 | 4.0 | 8.0 | 1.0 |
| 10 | ZYA10 | 4.0 | 8.0 | 0.5 |
| 11 | ZYA11 | 2.0 | 4.0 | 8.0 |
| 12 | ZYA12 | 4.0 | 4.0 | 1.0 |
| 13 | ZYA13 | 2.0 | 4.0 | 1.0 |
| 14 | B3501 | 2.0 | 8.0 | 2.0 |
| 15 | ZYA14 | 4.0 | 4.0 | 2.0 |
| 16 | ZYA15 | 8.0 | 32.0 | 2.0 |
| 17 | ZYA16 | 4.0 | 32.0 | 4.0 |
| 18 | ZYA17 | 8.0 | 16.0 | 4.0 |
| 19 | ZYA18 | 4.0 | 8.0 | 2.0 |
| 20 | ZYA19 | 4.0 | 8.0 | 1.0 |
| 21 | ZYA20 | 4.0 | 8.0 | 2.0 |
| 22 | ZYA21 | 2.0 | 16.0 | 4.0 |
| 23 | ZYA22 | 1.0 | 8.0 | 4.0 |
| 24 | ZYA23 | 4.0 | 16.0 | 4.0 |
| 25 | ZYA24 | 4.0 | 4.0 | 8.0 |
| 26 | ZYA25 | 4.0 | 4.0 | 8.0 |
| 27 | ZYA26 | 8.0 | 8.0 | 8.0 |
| 28 | ZYA27 | 4.0 | 4.0 | 1.0 |
| 29 | H99 | 4.0 | 8.0 | 2.0 |
| 30 | ATCC32608 | 4.0 | 4.0 | 4.0 |
| 31 | ZYB2 | 1.0 | 8.0 | 16.0 |
| 32 | ZYB3 | 8.0 | 32.0 | 4.0 |
| 33 | ZYB6 | 4.0 | 32.0 | 4.0 |
| 34 | ZYB8 | 8.0 | 16.0 | 1.0 |
| 35 | ZYB9 | 4.0 | 8.0 | 4.0 |
| 36 | ZYB10 | 4.0 | 16.0 | 2.0 |
| 37 | ZYB15 | 1.0 | 4.0 | 8.0 |
| 38 | ZYB24 | 2.0 | 4.0 | 8.0 |
| 39 | ZYB33 | 4.0 | 2.0 | 8.0 |
| 40 | ZYB34 | 2.0 | 32.0 | 8.0 |
| 41 | ZYB35 | 8.0 | 32.0 | 4.0 |
| 42 | ZYB65 | 8.0 | 16.0 | 2.0 |

aThe number/strain, the DSF MIC determined by RPMI1640, FLC MICs, source of isolation or serotype of strains are indicated (MIC unit: μg/mL). MIC, minimum inhibitory concentration; MFC, minimal fungicidal concentration.

**Table A2 Checkerboard assay for DSF synergy with other antifungal drugs against B3501a**

| **Antifungal drug** | **Disulfiram**  **MIC alone** | **Antifungal drug**  **MIC alone** | **Disulfiram**  **MIC conbined** | **Antifungal drug MIC conbined** | **FICI** | **Indication** |
| --- | --- | --- | --- | --- | --- | --- |
| Amphotericin B | 2.0 | 0.5 | 0.25 | 0.125 | 0.375 | **Synergy** |
| Fluconazole | 2.0 | 2.0 | 0.25 | 1.0 | 0.625 | No interaciotn |
| 5-Fluorocytidine | 2.0 | 8.0 | 0.5 | 0.5 | 0.375 | **Synergy** |
| Terbinafine | 2.0 | 0.5 | 0.25 | 0.125 | 0.375 | **Synergy** |
| Ketoconazole | 2.0 | 0.125 | 0.25 | 0.03125 | 0.375 | **Synergy** |

aMIC, minimum inhibitory concentration (unit:μg/ml); FIC, fractional inhibitory concentration. The FICI model is calculated as FICI=FICA+FICB=[MIC(A-combination)/ MIC(A-alone)]+[MIC(B-combination)/MIC(B-alone). FICI was interpreted as follows: ≤0.5, synergy; >4.0, antagonism; and 0.5<FICI≤4.0, no interaction.

**Table A3** Docking results of DSF with *C. neoformans* protein by AutoDock Tools 1.5.7.

| **Target protein** | **Uniprot ID** | **Optimal conformational binding energy(kcal/mol)** |
| --- | --- | --- |
| ALDH | J9VME7 | -4.4 |
| CAT | J9VNU0 | -3.7 |
| AFR2 | J9VPA2 | -3.8 |
| ATM1 | J9VWU3 | -3.8 |

**Table A4 Receptor homology modeling parametersa**

| **Target protein** | **Homologous protein PDB number** | **Sequence Identity** | **E-value** | **Region** | **RMSD(Å)** |
| --- | --- | --- | --- | --- | --- |
| ALDH | 4X0T | 51% | 2.279E-157 | 13-512 | 0.573  (2562 to 2562 atoms) |
| CAT | 6RJN | 52% | 4.717E-149 | 4-497 | 0.627  (2505 to 2505 atoms) |
| AFR2 | 7P05 | 48% | 0 | 36-1507 | 2.512  (8096 to 8096 atoms) |
| ATM1 | 4MYH | 59% | 2.719E-209 | 2-577 | 1.340  (3268 to 3268 atoms) |

aRMSD, root mean square deviation

**Table A5** Primer sequencesa of C. neoformans (H99) genes for quantitative RT-qPCR

| **Gene** | **Forward** | **Reverse** |
| --- | --- | --- |
| *CNAG_00735* | TCGTCCGCTTTCAACTCGTG | CCTCGACGCTGGCACTTTT |
| *CNAG_04085* | TTGGTCAATGTGAGTCGGGG | CTGCTCGCATTACTTTGCCG |
| | *CNAG_01995* | | --- | | TCCGCAGCAGTTAAAAGTCAA | AATGCCCGTGGCAGTGAC |
| *CNAG_05752* | CTAGAGCTGGTAGCGTCCTT | AGTCGTCCGTCATGGTCCTTTA |
| *CNAG_07756* | TTCCCATCCGCTTGGTTAGT | GGTTATAAATGGGTTGGAGACATC |
| *CNAG_00540* | TTGGGTTGCTGGTTCTCTGG | TATGAACAACCACCTCCAGCC |
| *CNAG_04585* | ACGATGGACGATGTGTTCGC | AGTGAGGGTATTATGCGCGTT |
| *CNAG_02863* | TTATCAGCGACCACTCCAGC | AGAGTTGTGCCCGAGTAATGG |
| *Actin* | ACACTGTCCCCATTTACGAAGG | CGGCAGAAGTGGTGAAGAGG |

aThe primers referenced in this study were designed using the NCBI Primer BLAST system and purchased from SANGON (Shanghai, China).

How the deposited data were processed for this re-analysis (not part of the article)

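The RNA-seq experiment compared 3 libraries of H99 cells grown for 4 h without DSF with 3 libraries of cells grown for 4 h with 4 μg/mL of DSF. All 6 libraries come from 1 table that the authors deposited, and no other experiment of the paper has data analysed here. The group of each library was taken from its label, and no library was left out of the main comparison.

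The authors processed the reads with fastp, mapped them to the reference genome with HISAT2 and tested the genes with DESeq2. The program that counted the reads, the versions, the annotation release and the genome build are not given in the sources used here. The authors deposited FPKM values for 6900 genes in each library, which scale the reads of a gene by its length and by the reads counted on genes in the library. Their header calls these values expression only, and the unit was settled from the values. The authors also deposited 3 columns of signal values, which are means of normalized reads over the control libraries, over the DSF libraries and over all 6. The deposited fold ratio and the deposited log2 fold change give the DSF group over the control group, from the authors' DESeq2 model. The p-value and q-value columns that the authors deposited come from the same model, and the q-values equal the Benjamini-Hochberg adjustment of the p-values over the genes of the table. The table also gives GO terms for 3417 genes, KEGG pathways for 1847 genes and a description for 47 genes. All 6900 locus tags matched the CNA3 gene list of H99, whose symbols repeat the locus tags. Names other than locus tags were therefore taken from the paper where it pairs a name with a locus tag. The paper gives no locus tag for CUF1 and for the actin gene of the q-PCR, so neither was analysed here.

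The plan had assumed a table of read counts. Since the table holds FPKM, the main test was limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with moderated variances and a trend of the variance with expression. No count model was fitted here. Reads were recovered from the FPKM values and the authors' mean normalized reads, and 100% of the values of the 2791 genes with fewer than 2000 reads lay within 0.1 read of a whole number in every library. The totals were 40803713, 44541917 and 43047021 reads in control libraries 1 to 3 and 37344818, 41587074 and 45222843 reads in DSF libraries 1 to 3. The recovered reads served for the filter of at least 10 reads in at least 3 libraries, which kept 6822 genes, and for an alternative with limma-voom. The median standard error of the log2 fold change over the genes tested was 0.09. Fold changes on the log2(FPKM + 1) scale understate the change of genes with a low FPKM. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

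DEGs were called at the thresholds that the paper prints in Figure 6B, an unadjusted p under 0.05 and a 1.2-fold change, and separately at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested. GO terms and KEGG pathways were tested with a one-sided exact hypergeometric test, separately for higher and lower DEGs, against the tested genes that carry at least 1 term or pathway. The adjustment covered terms with at least 2 DEGs, a family that the DEGs themselves set, and an adjustment over all terms or pathways was added after the result was seen. Of the 10 GO terms that the text of the paper names by identifier, 9 were found by their identifier in the table. Microtubule-based movement and microtubule motor activity were also matched by name, since the table gives these names to other identifiers, which made 11 terms tested. These matches were chosen after the result was seen. The 11 keyword gene sets were defined by words in the GO terms and descriptions, and 10 of them held genes. They were tested with camera of limma with a preset correlation of 0.01 between genes, and with fry beside it. The sets were aldehyde dehydrogenase, catalase with peroxidase and superoxide dismutase, ABC transporter, copper, iron-sulfur cluster, kinesin and dynein, histone, ribosomal protein, heat shock and chaperone, proteasome, and glutathione and thioredoxin. The set ABC transporter matched 0 genes.

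The genes named were chosen by a rule. It took every gene that the paper names by locus tag in its text, its supplement, Figure 6B or Figure S2. It added the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05 and groups that do not overlap, the 3 genes with the smallest p in each direction, and at most 5 members of each gene set with an adjusted p under 0.05. This gave 33 genes, and genes named outside the rule were chosen after their values were seen. In the CNA3 gene list, 20 of the 33 overlap another gene. Whether the authors' counting used the strand is not given in the sources used here.

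The scripts were tested on simulated data, drawn for 3 control and 3 DSF libraries from the means and totals of the real ones, with 200 of 6819 genes changed by 0.5 or 1 on the log2 scale. In this simulation, limma with Benjamini-Hochberg adjustment found 88.5% of the changed genes, 100% of them in the right direction, and called 12 unchanged genes. Genes with few reads were left out when the changed genes were drawn, and the median size of the change of the real DEGs was 0.36. The 88.5% is therefore no measure for genes with few reads or for smaller changes. At the thresholds of Figure 6B, 115 unchanged genes were called in the simulation. All reads of the genes with fewer than 2000 reads were recovered from the simulated FPKM values.

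The alternatives covered the pseudocount (0.1), limma-voom, scaling by the median of ratios, no filter and a filter of 10 reads in every library, each library left out in turn, a term for the replicate number, a 1.5-fold or 2-fold threshold, an adjusted p under 0.01, other gene lists and backgrounds for the terms, camera in place of a list, and fry or an estimated correlation for the gene sets. Weights for library quality and the removal of a smooth trend over gene length (loess, span 0.5) were added after the data were seen, as was the scaling by the median of ratios for terms, pathways and gene sets. Gene lengths for this trend were the relative lengths that the FPKM values and the recovered reads give.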

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

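The tests of gene length, of control library 3 and of the scaling in this part were chosen after the genes had been seen.

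The paper does not name 49 of the 59 genes with an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, and the 3 control and 3 DSF values did not overlap for any of the 59. *CNAG_01539*, annotated with inositol-3-phosphate synthase activity, had an FPKM of 695 ± 25.7 (SD, n = 3) in the control group and 448 ± 18.5 (SD, n = 3) in the DSF group, a log2 fold change of −0.64 (adjusted p = 0.0025 from limma with Benjamini-Hochberg adjustment). *CNAG_03891* had a log2 fold change of −0.63 (adjusted p = 0.0025 from limma with Benjamini-Hochberg adjustment), and its neighbour in the CNA3 gene list is *CNAG_03892*, which Figure 6B labels. The log2 fold change was −0.52 for *CNAG_05573*, annotated as a copper chaperone with a role in the assembly of respiratory chain complex IV, −0.37 for *CNAG_01881*, a mitochondrial chaperone, and −0.42 for *CNAG_05781*, a dynein chain, with adjusted p of 0.019, 0.0445 and 0.0445 from limma with Benjamini-Hochberg adjustment. Of the genes that rose, *CNAG_03759* had a log2 fold change of 0.82 and *CNAG_06294* one of 0.56, both without annotation in the table, with adjusted p of 0.019 and 0.0047 from limma with Benjamini-Hochberg adjustment.

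For these 49 genes as a set, 3 technical explanations were tested. After a smooth trend over gene length was removed from every library, 44 of the 49 genes still had an adjusted p under 0.05. Without control library 3, 47 of them did, and with scaling by the median of ratios, 33 did. The log2 fold changes of the 49 genes were at least 0.33 in size, and they moved by at most 0.046, 0.165 and 0.0153 in these 3 settings, so that each gene kept at least 75.9% of its change. These values argue against gene length, control library 3 or the scaling as the whole cause of the changes. The number of genes with an adjusted p under 0.05 from limma rose from 59 to 89 without control library 1, with 54 of the 59 among them. It fell to 13 without control library 2 and to 9, 10 and 12 without DSF libraries 1, 2 and 3, where fewer libraries also leave a weaker test. *CNAG_01539* and *CNAG_03891* passed without any 1 of the 6 libraries, *CNAG_06294* in 4 of the 6 cases, and *CNAG_03759*, *CNAG_05573*, *CNAG_01881* and *CNAG_05781* in 2 of the 6 cases. DSF treatment stays open as a biological explanation, together with a difference between cultures that the design does not separate from the treatment, and reads shared with overlapping genes were not tested for this set.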

How the results depend on the processing

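Weights for library quality were chosen after the data were seen. So was the match by name of microtubule-based movement, microtubule motor activity and ATPase activity. The same holds for the removal of a trend over gene length and for scaling by the median of ratios for terms, pathways and gene sets. All other alternatives in this part were planned before the data were examined. The plan had assumed read counts, so their form on FPKM values and recovered reads was set once the unit was known.

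The main comparison gave 275 DEGs at the thresholds of Figure 6B (98 higher, 177 lower) and 59 genes with an adjusted p under 0.05 from limma (20 higher, 39 lower). A pseudocount of 0.1, limma-voom, no filter and a filter of 10 reads in every library kept each of these counts within 1.5 times, with 272 to 312 DEGs, and 256 of the 275 DEGs were also called by limma-voom. With scaling by the median of ratios, 252 of the 275 DEGs were also called and the higher genes with an adjusted p under 0.05 from limma fell from 20 to 11. With a 1.5-fold threshold the DEGs were 24 (11 higher, 13 lower), with a 2-fold threshold they were 1 (0 higher, 1 lower; 6 with a pseudocount of 0.1 and 9 with limma-voom), and with the adjusted p of limma and the fold threshold they were 59 (20 higher, 39 lower), which stricter thresholds bring by construction. With an adjusted p under 0.01 from limma, 15 genes were left (4 higher, 11 lower). Weights for library quality gave 185 higher DEGs, and 446 genes with an adjusted p under 0.05 from limma (187 higher, 259 lower), where the weight of control library 3 was 0.133 and that of the others 0.679 to 2.46. With the trend over gene length removed, 62 lower genes had an adjusted p under 0.05 from limma. Why these counts moved was not tested.

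When each library was left out in turn, the DEGs ranged from 270 (without DSF library 1) to 507 (without control library 1), the higher ones from 98 to 239 and the lower ones from 163 to 268. The genes with an adjusted p under 0.05 from limma ranged from 9 to 132, with 2 to 34 higher and 7 to 98 lower. They were 89 without control library 1, 13 without control library 2, 132 without control library 3, and 9, 10 and 12 without DSF libraries 1, 2 and 3. Fewer libraries weaken the test, while the cause of the increases was not tested.

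The libraries of both groups carry the same replicate numbers. The correlations of the deviations of same-numbered libraries from their group means were 0.127, 0.087 and 0.088, so the numbers do not show a pairing. With the replicate number as a replicate block, the DEGs were 314, and the genes with an adjusted p under 0.05 from limma were 166 (54 higher, 112 lower), while 2 gene sets passed in place of 1. The catalase, peroxidase and superoxide dismutase set turned to higher under this block, with an adjusted p of 0.999 from camera of limma. The cause was not tested.

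Of the named genes, 24 were past the thresholds of Figure 6B, and 21 to 28 were so under the alternatives. The direction changed in 2 genes, neither of which was called under any alternative. The log2 fold change of *CNAG_04805*, 0.01 in the main comparison, was −0.005 with limma-voom and −0.006 with scaling by the median of ratios, and ranged from −0.04 to 0.038 when each library was left out (−0.03 without control library 2 and −0.04 without DSF library 3). That of *CNAG_04358*, −0.01 in the main comparison, ranged from −0.11 to 0.045 (0.04 without control library 1, 0.03 without control library 2, 0.045 without DSF library 1). The cause was not tested.

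Of the GO terms that the paper names, 9 had p under 0.05 and at least 2 DEGs in the stated direction. Microtubule-based movement and microtubule motor activity, matched by name after the result was seen, are among them. With the 59 genes that pass the adjustment of limma as the list, 3 met both conditions, and motor activity, with 1 gene, had a p of 0.0233 and was not counted. With camera, which has no such minimum, there were 4, motor activity among them. With ATPase activity matched by name, which was chosen after the result was seen, the terms were 10 in place of 9. The mitochondrion turned to lower with camera (p was 0.570) and stayed higher with fry (p was 0.891). Of the KEGG pathways, 11 had p under 0.05 and at least 2 DEGs, and with the shorter list of 59 genes there were 6. With camera there were 12, of which 3 were among the 11 with the same direction. The other lists, backgrounds and scalings kept both counts within 1.5 times. When each library was left out, the terms numbered 6 to 9 and the pathways 8 to 14. The shorter list holds fewer genes, and the cause was otherwise not tested.

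Of the gene sets, kinesin and dynein had an adjusted p under 0.05 from camera of limma. With an estimated correlation there were 0 such sets, and when each library was left out there were 0 to 1, with 0 without control library 1 and 0 without control library 2. Sets that were not called changed direction in some settings. With fry, catalase, peroxidase and superoxide dismutase turned to higher (adjusted p 0.604 from limma) and proteasome too (0.605). With the trend over gene length removed, the catalase set turned to higher (adjusted p 0.627 from limma) and histone to lower (0.960). When each library was left out, the adjusted p from camera of limma ranged from 0.642 to 0.991 for the catalase set, from 0.355 to 0.991 for histone, from 0.321 to 0.828 for ribosomal protein and from 0.642 to 0.991 for proteasome. The catalase set turned to higher without control library 3, DSF library 2 or DSF library 3 (0.784, 0.991 and 0.817), histone and ribosomal protein to lower without control library 3 (0.784 each), and proteasome to higher without control library 2, control library 3 or DSF library 3 (0.743, 0.979 and 0.817). The cause was not tested.

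Refits with edgeR and DESeq2, their scaling factors and a prior count of 2 were not run. The deposited unit is FPKM, and limma-voom was the only test on the recovered reads here. The authors' deposited table holds a DESeq2 fit of the same libraries, with 327 genes past the thresholds (98 higher, 229 lower) and 148 genes with a q-value under 0.05, among them 58 of the 59 genes. Scaling by library size alone is what FPKM already holds. For the GO terms and pathways, the genes past the thresholds in the authors' deposited table stood in for a DESeq2 refit. Depth limits the genes with few reads: 6822 of 6900 genes had at least 10 reads in at least 3 libraries, and 5 of the genes past the thresholds in the authors' deposited table were not tested for this reason.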

Differences from the paper's values

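In this part, the match of 3 GO terms by name and the weights for library quality were chosen after the result was seen.

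The paper's number of KEGG pathways to which genes were annotated is 36, while the deposited table assigns its genes to 111 pathways. None of the alternatives set before the data were examined changes the annotation, so none was compared with the paper's value. When pathways were counted by the DEGs in them, the higher DEGs fell into 26 pathways and the lower DEGs into 24. With the genes past the same thresholds in the authors' deposited table as the list, the lower genes fell into 36 pathways and the higher genes into 23, and 36 is the paper's number. The authors' deposited table holds 98 higher and 229 lower genes past these thresholds, and the paper's numbers are 98 and 221.

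The paper lists *CNAG_00735*, its *ALDH* gene, with lower expression in the DSF group, in the text on the q-PCR genes and on the KEGG analysis. In the FPKM values its log2 fold change is 0.73, with higher expression in each of the 3 DSF libraries than in each of the 3 control libraries, and in the authors' deposited table it is 0.72. The other 7 genes that the paper compares with q-PCR have the direction that the paper gives. Under every alternative the log2 fold change of *CNAG_00735* was above 0, and it stayed between 0.68 and 0.79 when each library was left out.

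The text and the legend of Figure S2 name *CNAG_04085* as a higher gene in panel A, while panel A of the figure is labelled *CNAG_02863* and panel B carries the label *CNAG_04805*. *CNAG_04085* had a log2 fold change of 0.89, and *CNAG_04805* one of 0.01 (adjusted p = 0.980 from limma with Benjamini-Hochberg adjustment). *CNAG_02863* was higher as well, with a log2 fold change of 0.71.

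The paper names AFR2 and catalase as significantly changed. At its thresholds both genes were called here, with log2 fold changes of −0.35 and 0.27, while the adjusted p was 0.513 and 0.524 from limma with Benjamini-Hochberg adjustment, and their q-values in the authors' deposited table are 0.0751 and 0.328. The paper chose ATM1 by the known mechanism of DSF and by the pathways with different expression. It does not state that the expression of ATM1 itself changed, and the log2 fold change of its gene *CNAG_04358* was −0.01.

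Of the 6 terms that the paper gives for lower DEGs, the identifier of microtubule-based movement is absent from the deposited table, where another identifier carries that name. The identifier that the paper gives for microtubule motor activity is named motor activity in the table, and it held 1 lower DEG (one-sided exact hypergeometric p = 0.0905). Its p was 0.0113 with the genes past the thresholds in the authors' deposited table as the list, 0.0233 with the 59 genes that pass the adjustment of limma as the list (from 1 gene), 0.00423 without control library 3 and 0.0125 with camera. The list from the authors' deposited table gave 2 genes. Of these, *CNAG_04890* had at most 9 reads in any library and a q-value of 0.552 there. The identifier that the paper gives for adenosine triphosphate hydrolase activity is named coupled ATPase activity in the table and held 0 lower DEGs of 4 tested genes, also with the list from the authors' deposited table. ATPase activity, a term with another identifier, held 5 lower DEGs of 60 tested genes (exact p = 0.00493), and with the list from the authors' deposited table also 5 (exact p = 0.0275), so by name the paper's term was called here. The microtubule terms matched by name, cell division and both kinase terms had p under 0.05 among lower DEGs.

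The paper puts membrane transport among the classes of highly significant lower pathways. The ABC transporters pathway held 1 lower DEG (one-sided exact hypergeometric p = 0.238), and the list from the authors' deposited table also gave 1 (p = 0.327 by the same exact test). The cell cycle held 8 lower DEGs, with p = 3.37e-05 by the same exact test.

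Of the 20 genes that Figure 6B labels as significant, *CNAG_09006* and *CNAG_02031* were tested and not called here, with log2 fold changes of −0.21 and 0.28. *CNAG_02031* was called with a pseudocount of 0.1 (0.84), with limma-voom (1.06), without the filter (0.28) and without DSF library 1 (0.34), and *CNAG_09006* without control library 2 (−0.35). With weights for library quality, which were chosen after seeing the values, *CNAG_02031* was also called (0.31), while *CNAG_05015* and *CNAG_07843*, 2 genes that the paper calls, were not. Another 5 of the labelled genes had too few reads to be tested, and without the filter 28 of the named genes were past the thresholds, against 24.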

Other observations

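In this part, several tests were chosen after the result was seen. For control library 3 these were library depth, the genes with most reads and a wrong label. For *CNAG_00735* they were swapped labels and shared reads. The tests of few reads in Figure 6B, of dividing cells and of the steroid and ribosome pathways were chosen in this way too. The splits of the libraries and the tests of gene length and of a culture state for control library 3 were written down before. The removal of the trend over gene length, which the test of gene length uses, was added after the data were seen.

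The 6 libraries can be split into 3 and 3 in 10 ways. The real split gave the largest number of DEGs, of genes with an adjusted p under 0.05 from limma, of the paper's GO terms and of KEGG pathways with p under 0.05 and at least 2 DEGs, and of gene sets with an adjusted p under 0.05, so that 1 of the 10 splits reached the real value in each of these 5 results. Since this share cannot fall under 0.1 with 3 libraries against 3, chance cannot be excluded by it. The paper named its GO terms and their directions from the real split of these libraries. Their count therefore favours that split and is no independent evidence. The 9 mixed splits gave 53 to 151 DEGs, 0 genes with an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, 0 to 3 GO terms, 0 to 7 pathways and 0 gene sets.

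Control library 3 stood apart from the other 5 libraries. The first principal component (46.9% of the variance) placed it at 15.8, with the others between −4.4 and −0.7. The next component (21.3%) placed control libraries 1 and 2 at 5 and 8.1, the DSF libraries between −4.1 and −4, and control library 3 at −1. Across genes, its deviation from the mean of the other libraries had an SD of 0.230, against 0.116 to 0.143. Its depth of 43047021 reads lay inside the range of the others, and without the 100 genes with most reads the SD was 0.229, which argues against depth and against a few abundant genes. Its deviation followed gene length, with a correlation across genes of −0.54 where the other libraries had 0.09 to 0.32, and genes are not independent replicates. The correlation was −0.53 without the ribosome genes. After a smooth trend over length was removed from every library the SD fell to 0.191, still above the 0.140 of the next library, so a length bias may be part of the difference but not all of it. On a line from control libraries 1 and 2 (0) to the DSF libraries (1), computed from products that share no library, control library 3 lay at 0.289 and the single DSF libraries between 0.872 and 1.08, which argues against a DSF library under a control label. A first version of this test, in which both sides shared the control libraries, gave 0.520, and the version without shared libraries was made after that value was seen. A partial mixture was not tested. The difference between control libraries 3 and 1 had a correlation across genes of −0.042 with that between the DSF libraries and control library 2, and the other pairing gave 0.17, so no common culture state was seen in both. What set control library 3 apart stays open. Among the 98 higher DEGs, control library 3 had the lowest of the 6 values in 54.1%, against 40% of all genes tested. Among the 177 lower DEGs it had the highest in 42.9%, against 26.9%. Higher DEGs are chosen for low control values and lower DEGs for high ones, so a control library is more often the extreme one. These shares therefore do not show a special role of control library 3 in the DEGs.

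*CNAG_00735* was higher in the DSF libraries. If the control and DSF labels had been swapped, the other genes compared with q-PCR would go against the paper as well, but 7 of these 7 have the direction that the paper gives. The overlapping gene *CNAG_00734* had a log2 fold change of 0.183 (standard error 0.077), against 0.73 for *CNAG_00735* (standard error 0.076), which argues against reads of *CNAG_00734* as the cause of the rise. DSF treatment stays open as a biological explanation.

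Among the 11 genes labelled in Figure 6B with fewer than 50 reads per library on average, 6 were tested, and 0 of these 6 had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment. The groups did not overlap for 8 of the 11 and overlapped for 3. Since 5 genes have no test here and all 11 were labelled as significant in the paper, the spread of few reads and a change with DSF cannot be told apart for these genes. In the authors' deposited table, the log2 fold change of *CNAG_04890* is −3.69 and that of *CNAG_09010* is −2.53, with q-values of 0.552 and 0.501. The q-values of the 11 genes there run from 0.289 to 0.565, so none of them is under 0.05.

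In the simulation with known answers, 6819 genes were tested and 200 of them were changed. Of the unchanged genes, 115 passed the thresholds of Figure 6B. In the real libraries 275 genes passed, a count of all calls, since it is not known which genes were unchanged. The simulation had the totals and means of the real libraries and no difference between control library 3 and the others.

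Kinesin and dynein genes were lower in the DSF libraries as a set, with an adjusted p of 0.0268 from camera of limma with Benjamini-Hochberg adjustment over 10 sets, and 10 of the 25 genes were higher, with a median log2 fold change of −0.05. The fry adjusted p of limma was 0.266, and with an estimated correlation between genes the camera adjusted p was 0.472. It was 0.128 without control library 1, 0.270 without control library 2, 0.00313 without control library 3 and 0.00521 with the trend over gene length removed, from camera of limma with Benjamini-Hochberg adjustment. Without DSF libraries 1, 2 and 3 it was 0.0151, 0.0482 and 0.0473 from the same test. If fewer cells were dividing at every stage of the cycle, DNA replication genes would fall with them. The DNA replication pathway had 21 of 32 genes lower, a median log2 fold change of −0.05 and a camera p of 0.00185, with an adjusted p of 0.0507 over 110 pathways from limma with Benjamini-Hochberg adjustment. The camera adjusted p from limma was 0.024 with the trend over gene length removed and 0.0484 with scaling by the median of ratios. The camera p was 0.146 without control library 3 and at most 0.00926 without any other library, always lower, and the fry p was 0.166. The prediction had named the camera p alone, and the fry p was weighed with it after both were seen. A change in the share of dividing cells therefore may underlie the lower motor genes, and with these libraries it cannot be told apart from a change in those genes alone.

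Over all KEGG pathways, camera of limma with Benjamini-Hochberg adjustment gave an adjusted p of 0.000208 for the cell cycle, with 55 of 81 genes lower, 0.000422 for steroid biosynthesis, with 13 of 15 genes lower and a median log2 fold change of −0.14, and 0.0117 for the ribosome, with 91 of 115 genes lower and a median of −0.05. None of the 3 kept an adjusted p under 0.05 with fry, where the lowest was 0.708, or with an estimated correlation (0.995). The lower ribosome genes rest on control library 3. Without it the direction turned to higher, with 30 of 115 genes lower, a median log2 fold change of 0.04 and a camera p of 0.000481, so the state of that library may explain the pattern. After the trend over gene length was removed, the camera p of the ribosome was 0.074, and since ribosome genes are short this does not tell a length bias from a change in these genes. For steroid biosynthesis the camera p was 1.28e-06 after the trend was removed and 3.5e-09 without control library 3, both lower, which argues against both as the cause. Without control library 1, the camera p of steroid biosynthesis was 0.00311, with 10 of 15 genes lower. Its adjusted p was then 0.0695 from limma with Benjamini-Hochberg adjustment, so it did not pass. Without any other library the adjusted p was at most 0.0153 from the same test. DSF treatment is an untested candidate for the lower steroid genes, and other technical causes were not tested.

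Of the other gene sets, copper had an adjusted p of 0.141 and heat shock and chaperone one of 0.141, both lower, from camera of limma with Benjamini-Hochberg adjustment. With fry of limma and the same adjustment, their p was 0.0357 and 0.0612. In both sets the median log2 fold change was close to 0, −0.05 for the 13 copper genes and 0.00 for the 63 chaperone genes. Glutathione and thioredoxin (40 genes), histone (59 genes, most of them matched by terms on histone modification), ribosomal protein (5 genes) and proteasome (71 genes) had camera adjusted p of 0.162, 0.876, 0.539 and 0.961 from limma with Benjamini-Hochberg adjustment.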
